# Transcriptomic analysis of peritoneal cells in a mouse model of sepsis: confirmatory and novel results in early and late sepsis

**DOI:** 10.1186/1471-2164-13-509

**Published:** 2012-09-25

**Authors:** Minny Bhatty, Ruping Fan, William M Muir, Stephen B Pruett, Bindu Nanduri

**Keywords:** Intra-abdominal sepsis, Microarray, Peritoneal leukocytes

## Abstract

**Background:**

The events leading to sepsis start with an invasive infection of a primary organ of the body followed by an overwhelming systemic response. Intra-abdominal infections are the second most common cause of sepsis. Peritoneal fluid is the primary site of infection in these cases. A microarray-based approach was used to study the temporal changes in cells from the peritoneal cavity of septic mice and to identify potential biomarkers and therapeutic targets for this subset of sepsis patients.

**Results:**

We conducted microarray analysis of the peritoneal cells of mice infected with a non-pathogenic strain of *Escherichia coli*. Differentially expressed genes were identified at two early (1 h, 2 h) and one late time point (18 h). A multiplexed bead array analysis was used to confirm protein expression for several cytokines which showed differential expression at different time points based on the microarray data. Gene Ontology based hypothesis testing identified a positive bias of differentially expressed genes associated with cellular development and cell death at 2 h and 18 h respectively. Most differentially expressed genes common to all 3 time points had an immune response related function, consistent with the observation that a few bacteria are still present at 18 h.

**Conclusions:**

Transcriptional regulators like PLAGL2, EBF1, TCF7, KLF10 and SBNO2, previously not described in sepsis, are differentially expressed at early and late time points. Expression pattern for key biomarkers in this study is similar to that reported in human sepsis, indicating the suitability of this model for future studies of sepsis, and the observed differences in gene expression suggest species differences or differences in the response of blood leukocytes and peritoneal leukocytes.

## Background

The hallmark of sepsis is a systemic overwhelming inflammatory response induced by an infectious agent. Despite extensive research, sepsis still remains a leading cause of death in the United States [1]. Multiple immunological molecules and pathways with redundant roles contribute to the outcome of sepsis. Microarray based transcription profiling for understanding the pathophysiology of sepsis has predominantly focused on the blood profiles from sepsis patients or animal models [2-4], with few reports on the primary organs in which the infection originated, such as lung [5] and brain [4].

Sepsis caused by intra-abdominal infections arising from a ruptured appendix, penetrating trauma and peritonitis accounts for about 20% of all sepsis cases [6], with a mortality rate of 25-35% [7]. Although sepsis is a systemic infection, studies indicate that the inflammatory response is variegated amongst different organs and peripheral blood [8-10]. This variation can be attributed to the nature of the insult or infection, and the cellular composition and the microenvironment of each organ system [11]. Several different studies have provided evidence of differential expression of cytokines and chemokines in different organs or blood in animal models of sepsis [9-13]. A study in a mouse endotoxemia model showed that the mRNA levels of IL-1β, TNF-α and MIP-2 are significantly different in neutrophils derived from lungs as compared to those from peripheral blood [12]. Similar differences in IL-1β levels in lung and blood have been reported in immunohistochemistry studies [13]. Organ specific expression of CXC chemokines (MIP-2 and KC) and a CC chemokine (RANTES) has been shown in a mouse model of peritonitis and endotoxemia [9,10]. In addition to differences in the cytokine and chemokine expression, there is evidence that the signaling and the receptors leading to the inflammatory response also vary depending upon the anatomical location of the leukocytes involved. This is exemplified by a study that showed that LPS induced NF-κB activation in liver is mediated through TNF-α and IL-1 receptor dependent pathways while in the lungs it is largely independent of these receptors[14]. Tolerance to endotoxin in a mouse model has also been shown to be compartmentalized depending upon the cell type in a given organ [14]. Therefore, it is important to evaluate the inflammatory responses at the primary focus of the infection which leads to sepsis in order to understand the progression of sepsis from the primary location of infection to a severe systemic condition and then to resolution, as the inducing microbes are cleared.

To date, genome wide transcriptional changes in cells isolated from the peritoneal fluid, the primary site of infection in intra-abdominal sepsis have not been reported. Here, using microarrays, we describe temporal (early and late) changes in inflammatory responses in cells from the peritoneal fluid of mice infected with a non-pathogenic strain of *Escherichia coli*. The mouse model used in this study involves the intraperitoneal administration of a non-pathogenic strain of *E. coli*. This is designed to represent the patient population in which sepsis is caused by microbial contamination of the peritoneal cavity due to conditions that compromise the normal mucosal barrier. The infections often start as polymicrobial but in more than half of the cases, *E. coli* is typically the only type of bacterium isolated [15,16]. This model of sepsis causes time-dependent changes that are consistent within treatment groups [17,18], whereas cecal ligation puncture and the fecal pellet models exhibit considerable variation within groups at early time points and thus are not well suited for assessment of time dependent changes [17,18].

## Results

### Animal model, bacterial and differential cell counts in peritoneal fluid

The mouse model of intra-abdominal sepsis used here is based on our previous study [19], which indicates that 18 h is about the latest time point for sampling, without the risk of animal mortality or morbidity. Levels of pro-inflammatory cytokines (TNF-α, IFN-γ and GM-CSF) are elevated as early as 1 h while most other cytokines peak within 2 h of infection [19,20]. Therefore, we chose two early (1 h, 2 h) and one late (18 h) time point in this study. The peritoneal fluid bacterial counts were highest at 2 h (Figure 1A), consistent with our previous findings [19]. By 18 h most of the bacteria were cleared (Figure 1A), which should allow the resolution of inflammation. The survival study also indicates that most of the mice survive at this dose of infection (Additional file 1: Figure S1). At 1 h and 2 h > 85% of the cells in the peritoneal fluid are macrophages (Figure 1B), and at 18 h they are predominantly neutrophils (~80%) (Figure 1C). The percentage of macrophages that contain 3 or more *E. coli* cells increases at 2 h as compared to 1 h indicating increased uptake of bacteria. Thus, the changes in gene expression noted in this study between early and late time points undoubtedly reflect both changes in gene expression and changes in the predominant cell type. However, this change in cell types represents the natural response to sepsis and the beginning of the process of resolution and the results reflect overall gene expression in peritoneal cells during this time period. Therefore, we believe that these results are useful, even though it cannot be determined with certainty which type(s) of cells express the genes detected.

**Figure 1:**
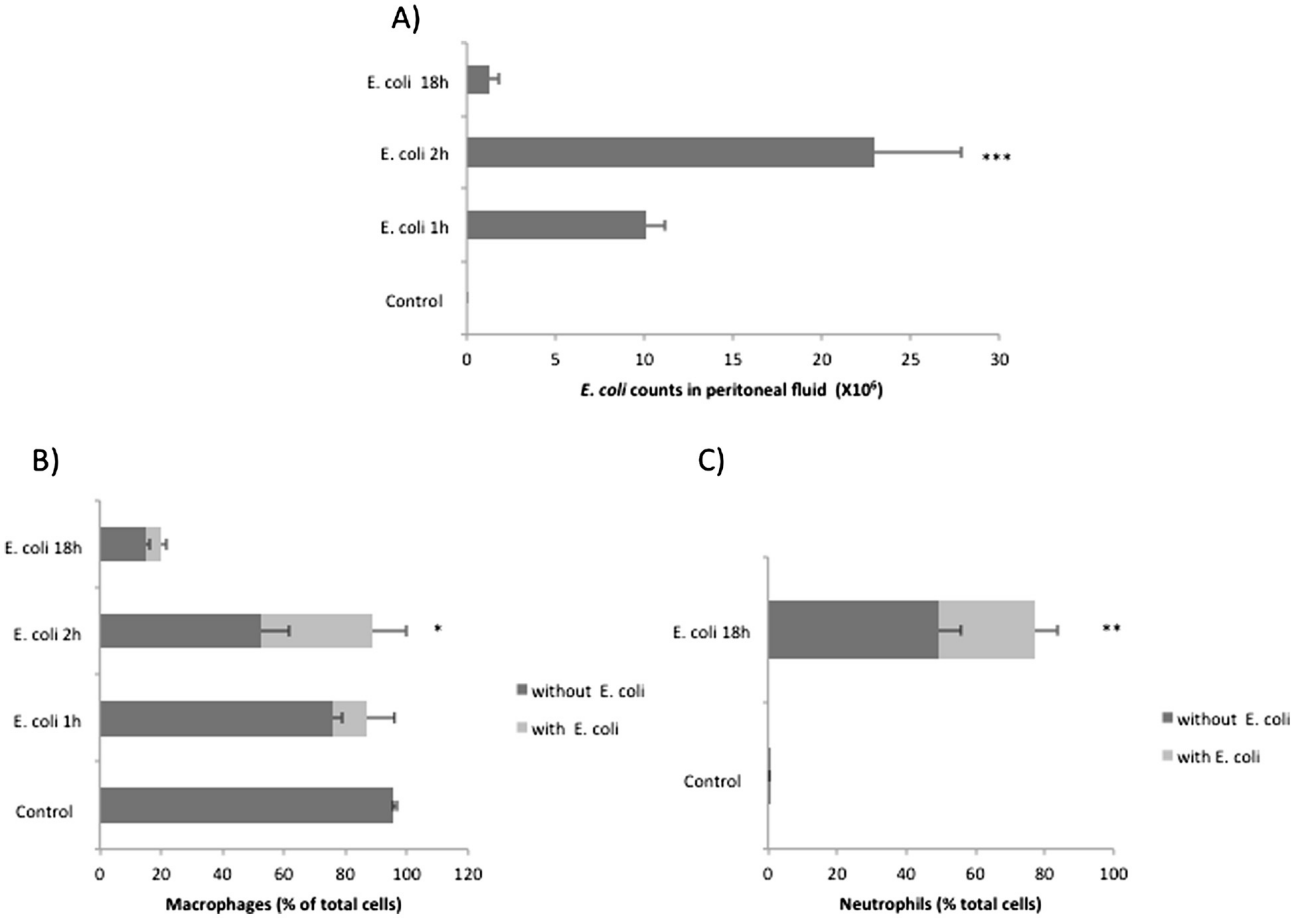
**Bacterial and cell counts in mouse peritoneal fluid at early and late time points. A**) *E. coli* counts in the peritoneal fluid of control (n = 5) and infected mice (n = 5) 1, 2 and 18 h after infection (**B**) Percentage of macrophages in peritoneal fluid of control (n = 9) and *E. coli* infected mice (n = 5) 1, 2 and 18 h post infection (**C**) Percentage of neutrophils in peritoneal fluid of control (n = 5) and *E. coli* infected mice (n = 5) 18 h post infection. The *E. coli* treated group was infected with 2 × 10^8^ cells of *E. coli* intraperitoneally. The control group received equivalent amount of PBS. The error bars indicate the standard error of mean. ***P < 0.01, *P < 0.05.

### Microarray analysis

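Peritoneal cells were collected by lavage from female mice, F1 offspring of C57Bl/6 and C3H parents, and the RNA of each sample was hybridised to one Affymetrix mouse genome array. There were 2 infected mice at 1 h, 2 at 2 h and 3 at 18 h after injection of E. coli, and 3 control mice at 18 h. A further 2 control mice, harvested at 2 h, served as the control of both early time points and are called the early control here. The titles of the control samples and the series' design text call these mice naive, while the sample descriptions and the treatment protocol say that they were given PBS. One of the 3 infected 18 h samples is described as 1 h in its own label but titled 18 h, and it was placed at 18 h by the title and the design. The authors normalized the arrays with RMA and the deposited values are log2. Array medians lay between 0.59 (18 h control, replicate 1) and 0.72 (infected 2 h, replicate 2). After leaving out 64 control rows, 45037 probe sets were tested with limma in one model over all 12 arrays, with Benjamini-Hochberg adjustment at 0.05. Probe sets were counted, since no table used here pairs them with genes. A gene is therefore named only through its values. Of 70 rows read from Fig. 3, 68 had exactly 1 matching probe set. A match had differences at 1 h, 2 h and 18 h equal to the printed values to about their rounding. The same was done for genes with at least 2 values in the text or Table 2. Such a probe set is called by the paper's name for the row, a human-style symbol. The name is inferred from the values and was not checked against an annotation. Some of these symbols, such as CXCL1 and CCL13, may stand for a mouse gene of another name. When the 3 values were drawn from different rows of Fig. 3, 0.21% of 10000 such rows matched any probe set. The differences of a matched probe set equal the printed ones, to about their rounding, by construction. What the arrays add is the level in each group, the spread between mice and the tests. The number of arrays, 2 or 3 per group, limits the precision.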

We used the Affymetrix 430 2.0 mouse microarray platform to evaluate the early (1 h, 2 h) and late (18 h) changes in the transcriptional profiles of peritoneal cells from *E. coli* infected and control mice. 

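Against the early control, 4765 of 45037 probe sets were called at 1 h (2476 higher and 2289 lower in infected mice) and 10986 at 2 h (4780 higher and 6206 lower). Against the 18 h control, 14263 were called at 18 h, 6227 higher and 8036 lower. In total 18619 probe sets were called at 1 or more time points, and 2471 at 1 h, 2 h and 18 h alike. The balance at 1 h depended on the scaling, with 2238 higher and 2447 lower under quantile normalization and 2699 and 2012 under median centring. At 1 h, 1306 of the calls were at least 1 log2 unit higher and 1270 at least 1 log2 unit lower, and at 18 h these numbers were 2994 and 4522. Pooling the control groups counts any difference between them as spread, which can itself remove calls, here and below. The counts at 1 h and at all 3 times depended on the control group. They were 302 and 248 with the early time points set against the 18 h control, a comparison chosen after the data were seen. They were 194 and 161 against both control groups pooled. They were also 2094 and 1172 without early control replicate 2, and 2225 and 1221 without infected 1 h replicate 2.

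**Figure D1:**
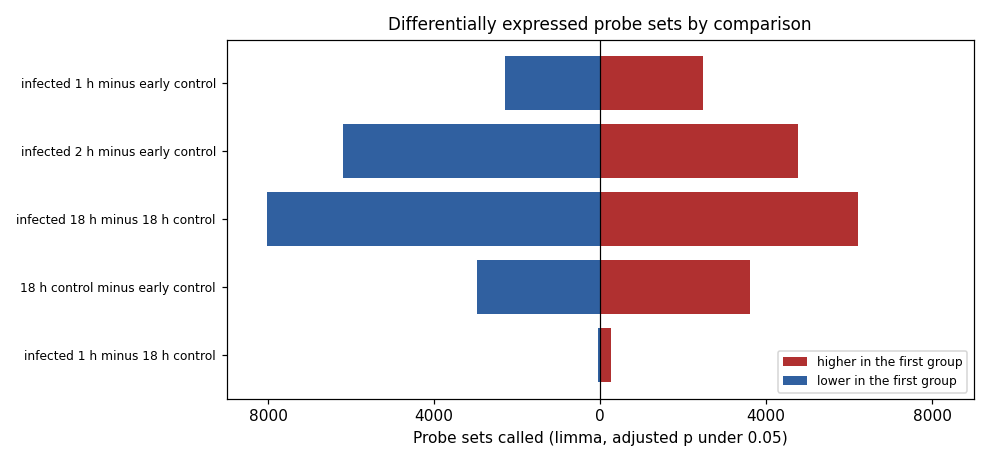
Bars give the number of probe sets called by limma at an adjusted p under 0.05 in 5 comparisons, those higher in the first group of each to the right and those lower to the left. The 18 h comparison has 6227 and 8036, and the comparison of infected mice at 1 h with the 18 h control has 262 and 40.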

The distribution of the 5244 differentially expressed (DE) genes shared among the different time points and those unique to each time point are shown as a Venn diagram in Figure 2. 

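The largest region of the overlap held the 6785 probe sets called at 18 h alone, 36.4% of all that were called, of which 3655 were higher and 3130 lower in infected mice. Another 2615 were called at 2 h alone (1369 higher and 1246 lower) and 295 at 1 h alone (132 higher and 163 lower). Of the probe sets called at 1 h, 93.8% were called at another time point too, 3917 of them at 2 h and 3024 at 18 h. Opposite directions were found in 455 of the 553 called at 1 h and 18 h but not at 2 h, in 969 of the 4454 called at 2 h and 18 h but not at 1 h, and in 12 of the 1446 called at 1 h and 2 h but not at 18 h. Without early control replicate 2, 58 were called at 1 h alone, 705 at 1 h and 2 h and 159 at 1 h and 18 h, and without infected 1 h replicate 2 there were 85, 717 and 202. For 1 h alone and for 1 h and 18 h there were 178 and 345 without early control replicate 1 and 112 and 190 without infected 1 h replicate 1, and without infected 2 h replicate 2 there were 476 at 1 h alone. With both control groups pooled, 0 were called at 1 h alone, 32 at 1 h and 2 h and 1 at 1 h and 18 h. The comparisons at 1 h and 2 h share their 2 control arrays. With no real change simulated, 0 probe sets were called in the same direction at both times. Hardly any calls arise without a real change, so this 0 cannot show how many shared calls come from the shared control arrays. The correlation of the log2 differences across probe sets was 0.498 in the simulation, against 0.769 observed. The covariance was 0.372 against 0.0240 simulated. Independent lists of these sizes would share 263 higher and 315 lower probe sets, where 1893 and 1992 were shared; part of the excess may come from the shared controls.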

A majority of the DE genes were unique to 18 h, while most of the DE genes at 1 h were shared with other time points, although in some cases the direction of change is different.

**Figure 2:**
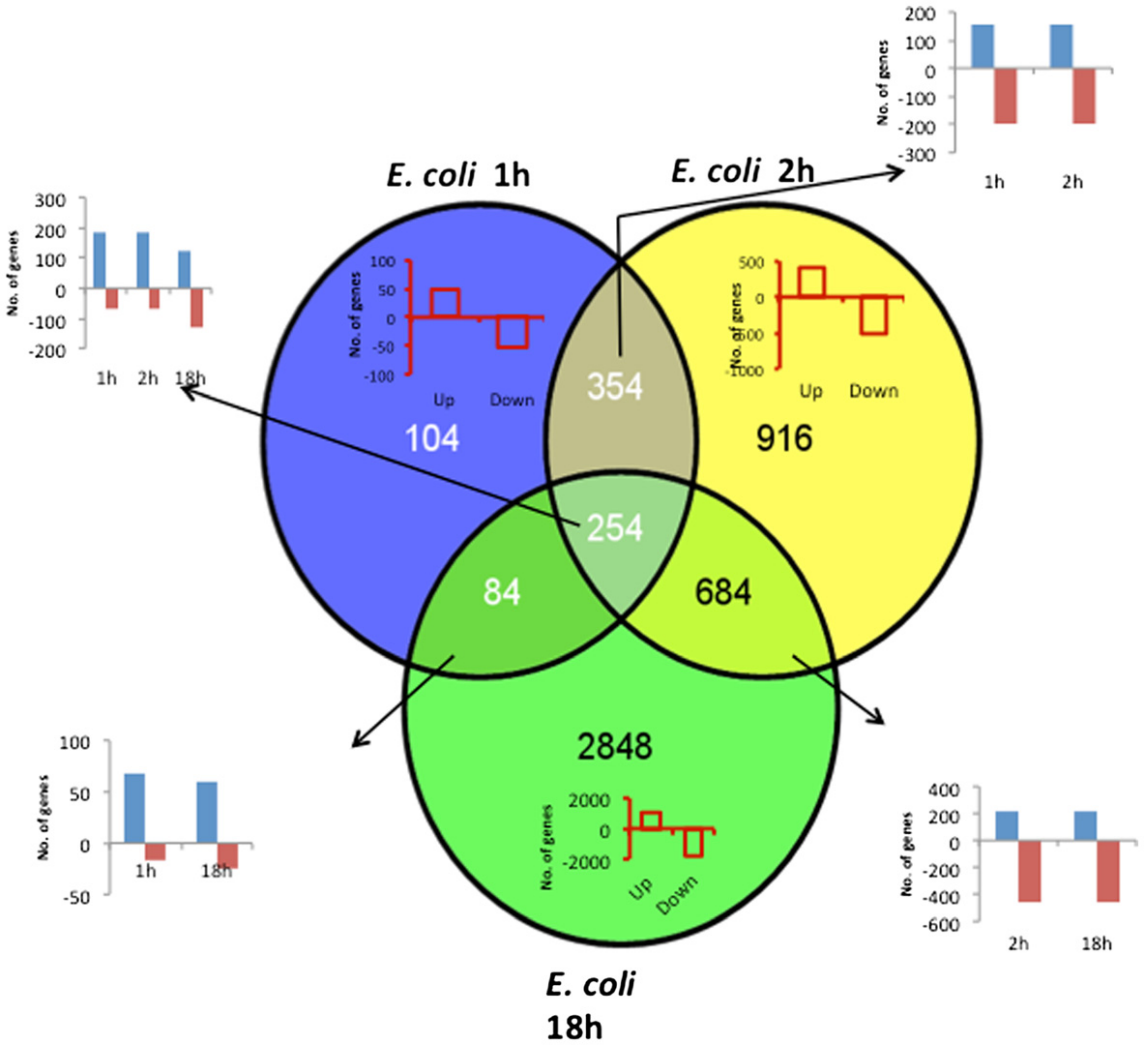
**Distribution of significant differentially expressed genes at early and late time points.** Venn diagram showing the distribution of significant differentially expressed (DE) genes at different time points.

### Analysis of gene expression at early and late time points

Differences in the transcription profiles between early and late time points, to some extent, will reflect the shift from macrophages to neutrophils. For example, CD86, a co-stimulatory molecule present on macrophages and dendritic cells, implicated in early phases of the immune response, [21,22] was significantly up-regulated at 2 h (DE 2.73). Expression of CD177 or NB1 a neutrophil specific antigen [23] increased only at 18 h (DE 7.40). The gene designated H2-OB is the mouse ortholog of HLA-DOB, which forms the β chain in the MHC II molecules expressed on macrophages, dendritic cells and B cells. Expression of this gene was elevated at the two early time points and significantly decreased at 18 h (Figure 3). 

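The probe set matched to H2-OB, the β chain of a non-classical MHC class II molecule, had a log2 level of 5.23 ± 0.38 (SD, n = 2) in the early control, 7.16 ± 0.075 (SD, n = 2) at 1 h and 7.65 ± 0.24 (SD, n = 2) at 2 h. It was 7.45 ± 0.28 (SD, n = 3) in the 18 h control and 3.38 ± 0.26 (SD, n = 3) in infected mice at 18 h. The difference from control was 1.94 (standard error 0.24, limma adjusted p = 0.000218) at 1 h, 2.42 (standard error 0.24, limma adjusted p = 6.45e-06) at 2 h and -4.07 (standard error 0.19, limma adjusted p = 4.21e-09) at 18 h. The control groups themselves differed by 2.22 (standard error 0.22, limma adjusted p = 4.06e-05), with the early control lower. Against the 18 h control, the 1 h level differed by -0.29 (standard error 0.22, limma adjusted p = 0.831), and with both control groups pooled the calls at 1 h and 2 h were lost.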

Expression of CR2 (complement receptor 2), PRKCA (protein kinase C alpha), which are expressed by macrophages and are important for complement activation and neutrophil recruitment [24-26], had a similar pattern of expression (Figure 3).

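The probe set matched to CR2, the complement receptor 2 that binds C3d, lay at 0.80 ± 0.50 (SD, n = 2) on the log2 scale in the early control, 3.87 ± 0.45 (SD, n = 2) at 1 h, 4.09 ± 0.33 (SD, n = 2) at 2 h, 4.17 ± 0.43 (SD, n = 3) in the 18 h control and 0.76 ± 0.22 (SD, n = 3) in infected mice at 18 h. Its difference from control was 3.07 (standard error 0.31, limma adjusted p = 6.63e-05) at 1 h and -3.41 (standard error 0.26, limma adjusted p = 2.53e-07) at 18 h, and at 2 h the limma adjusted p was 5.14e-06. For PRKCA, the matched probe set was higher by 1.04 (standard error 0.16, limma adjusted p = 0.00104) at 1 h and 1.62 (standard error 0.16, limma adjusted p = 7.19e-06) at 2 h, and it fell by 1.28 at 18 h (limma adjusted p = 4.27e-06). In the 18 h control CR2 was 3.37 (standard error 0.29, limma adjusted p = 1.69e-05) above the early control, and PRKCA 0.82 (standard error 0.15, limma adjusted p = 0.00202). Set against the 18 h control, the 2 h level of CR2 differed by -0.073 (standard error 0.29, limma adjusted p = 0.907) and that of PRKCA by 0.79 (standard error 0.15, limma adjusted p = 0.00123). Their 1 h levels differed from it by -0.30 for CR2 (limma adjusted p = 0.884) and 0.22 for PRKCA (limma adjusted p = 0.79). With both control groups pooled, CR2 lost its call at 1 h, 2 h and 18 h and PRKCA at 1 h.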

**Figure 3:**
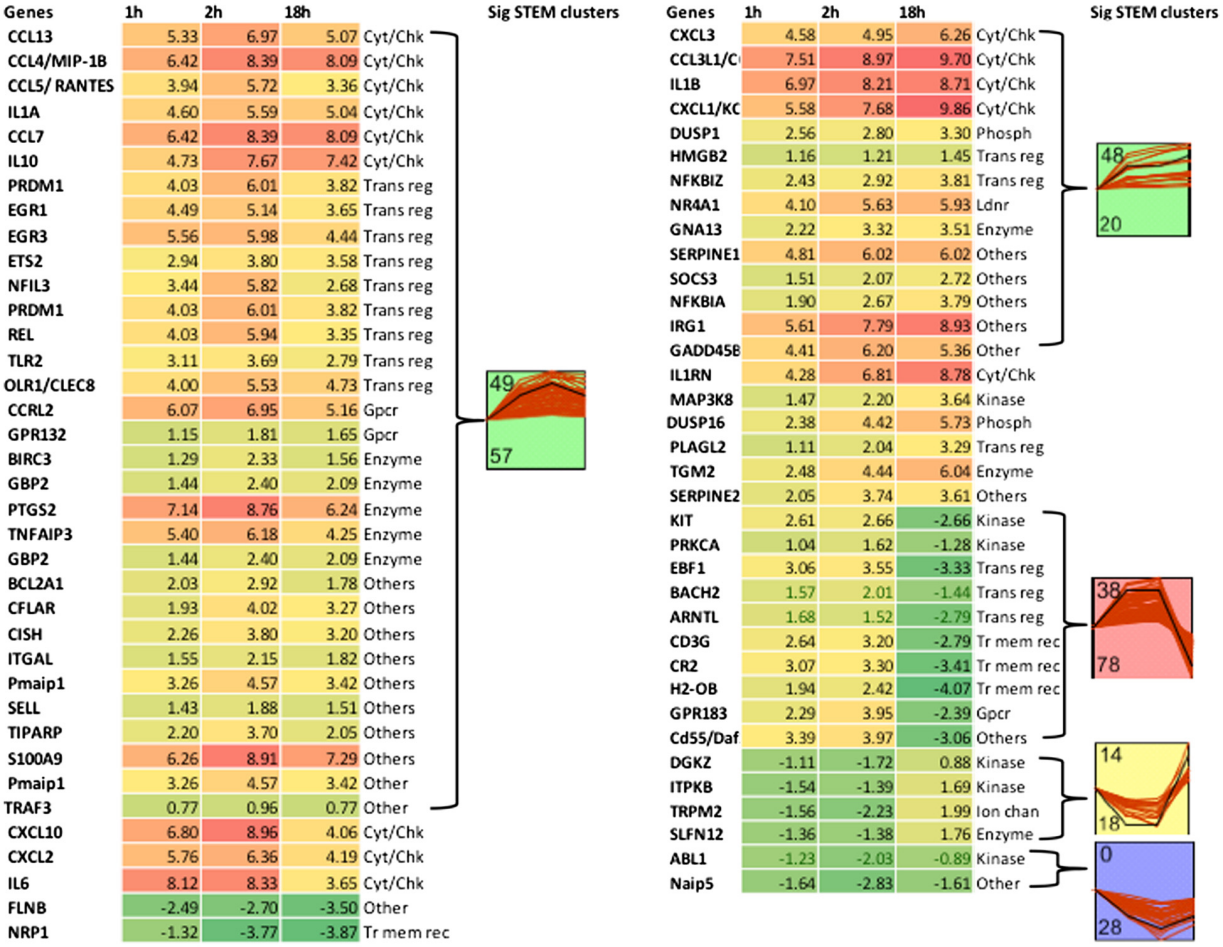
**Expression profiles of differentially expressed immune response genes common to early and late time points.** Heat map of DE immune response related genes common to 1, 2 h and 18 h time points and significant clusters identified by Short Time Expression Miner (STEM) clustering software. Within each cluster, the number on top represents the profile id and the number at the bottom represents the number of genes with similar profile patterns shown in the same colour. Sig: significant; cyt/chk: cytokine/ chemokine; trans reg: transcription regulator; Gpcr: G-protein coupled receptor; Tr mem rec: Transmembrane receptor; Ldnr: Ligand dependent nuclear receptor; Phosp: Phosphatase.

To confirm that the chosen time points describe molecular events at the early and late stages in sepsis, we looked for expression of markers specific to these stages of sepsis. Adrenomedullin is a member of the calcitonin peptide superfamily, and is a reliable early prognostic marker of sepsis in humans [27,28], with a prognostic accuracy similar to the APACHEII score and procalcitonin expression [29,30]. Besides being a potent vasodilating agent, adrenomedullin is an immune-modulating and antibacterial mediator and a potential therapeutic target for sepsis [31]. In abdominal sepsis, adrenomedullin stabilizes the gut barrier function [32]. In our mouse model of sepsis, adrenomedullin was significantly up-regulated at the early time points (DE 3.95 and 5.03 at 1 and 2 h, respectively) while it was down-regulated at 18 h (DE −1.95) which corresponds with the recovery from sepsis. 

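Adrenomedullin is a secreted vasodilator peptide. The matched probe set had a log2 level of 0.98 ± 0.65 (SD, n = 2) in the early control, 4.92 ± 0.58 (SD, n = 2) at 1 h and 6.01 ± 0.19 (SD, n = 2) at 2 h. At 18 h it was 3.38 ± 0.074 (SD, n = 3) in control mice and 1.42 ± 0.58 (SD, n = 3) in infected mice. The limma adjusted p was 3.26e-05 at 1 h, 6.09e-07 at 2 h and 0.000156 at 18 h, with standard errors of 0.36, 0.36 and 0.30. The 18 h response minus the 2 h response was -6.99 (standard error 0.47, limma adjusted p = 4.77e-07). Control mice at 18 h were also above the early control (limma adjusted p = 4e-04). The 1 h level was 1.55 (standard error 0.33, limma adjusted p = 0.064) from the 18 h control, while the 2 h level was higher than it by 2.63 (standard error 0.33, limma adjusted p = 6.49e-05). With both control groups pooled the calls at 1 h and 18 h were lost. The infected 18 h level differed from the early control by 0.45 (limma adjusted p = 0.394), so the lower value at 18 h depended on the 18 h control.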

Other cell surface markers like CD40 [33] and CD69 [34] whose expression increases in severe sepsis and decreases with the resolution of sepsis were significantly up- regulated at early time points, and decreased at 18 h (data not shown).

### DE genes unique to time points

Gene expression that is unique to early or late time points is indicative of specific host responses at these stages of infection. The top 5 functions and canonical pathways represented by DE genes unique to early and late time points identified by Ingenuity pathway analysis (IPA) are shown in Table 1. The overall effect of the increased/decreased gene expression on the significant molecular functions (Table 1) at 2 h and 18 h was assessed by *GOModeler *[35] workflow. *GOModeler* enables Gene Ontology based hypothesis-driven interrogation of high throughput data. Since the total number of DE genes (Figure 2) and thus the DE genes associated with each molecular function (Table 1) at 1 h was too limited for meaningful interpretation by *GOModeler*, they were excluded from analysis. The net effect of DE at 2 h is positive for “antigen presentation”, “cellular development”, “cellular function and maintenance”, and “cellular growth and proliferation” (Figure 4A). Some of the top canonical pathways at 2 h are “dendritic cell maturation”, “TREM signaling” and “Role of JAK family kinase in IL-6 cytokine signaling” (Table 1). Taken together these results indicate the initiation of an inflammatory response at 2 h in response to the bacteria. The up-regulation of genes associated with dendritic cell maturation could indicate the presence of maturing dendritic cells in peritoneal fluid, or perhaps more likely, the activation of macrophages (the predominant cell type in the peritoneal cavity at 2 h), which express many of the same markers as dendritic cells.

**Table 1:** Top five functions and canonical pathways unique to 1 h, 2 h and 18 h obtained by Ingenuity pathway analysis

	**Top functions**	**Top Canonical pathways**
Unique to 1 h	Cell cycle	CD 40 signaling
	Cell to cell signaling and interaction	p53 signaling
	Cellular assembly and organization	HMGB1 signaling
	DNA replication, recombination and repair	Cholecystokinin/Gastrin- mediated signaling
	Carbohydrate metabolism	Type I diabetes mellitus signaling
Unique to 2 h	Cellular development	Dendritic cell maturation
	Cellular function and maintenance	Type I diabetes mellitus signaling
	Cell cycle	Role of JAK family kinase in IL-6 type cytokine signaling
	Cellular growth and proliferation	TREM1 signaling
	Antigen presentation	Altered T cell and B cell signaling in rheumatoid arthritis
Unique to 18 h	Cellular movement	NF-κB activation by viruses
	Cell to cell signaling and interaction	Glioma signaling
	Cellular function and maintenance	B cell receptor signaling
	Cell death	LPS-stimulated MAPK signaling
	Antigen presentation	FGF signaling

**Figure 4:**
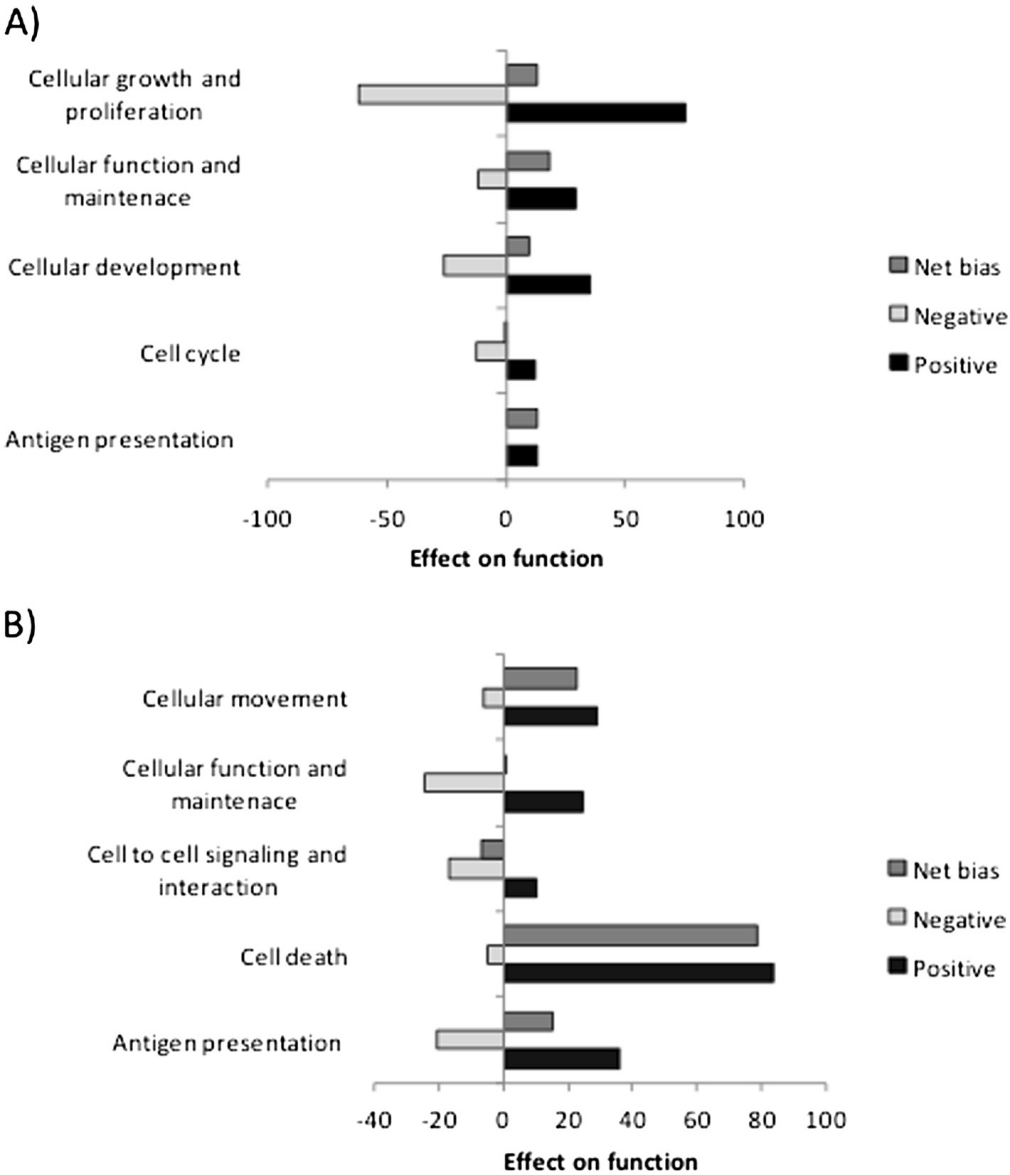
**Relative bias of functions associated with genes unique to 2 h and 18 h.** The positive, negative and net bias of the gene expression on the top functions associated with significant DE genes unique to 2 h (**A**) and 18 h (**B**) evaluated by using *GoModeler* workflow.

A significant number of DE genes (275) uniquely expressed at 18 h are associated with cell death. Most of these include apoptotic genes involved in the apoptosis of immune cells. *GOModeler* analysis shows a net positive bias for “cell death”. Pro- apoptotic genes like BCL10, BCL2L11 and FAS are up-regulated at 18 h. DE genes associated with “cell to cell signaling and interaction” had a net negative bias (Figure 4B). LPS mediated MAPK signaling (Figure 5) identified at 18 h by IPA shows that genes associated with induction of cytokine mediated innate immune response are down-regulated while inhibitors of NF-κB are up-regulated. The overall pattern of gene expression at 18 h indicates an initiation of resolution of the acute inflammatory response observed at the early time points.

**Figure 5:**
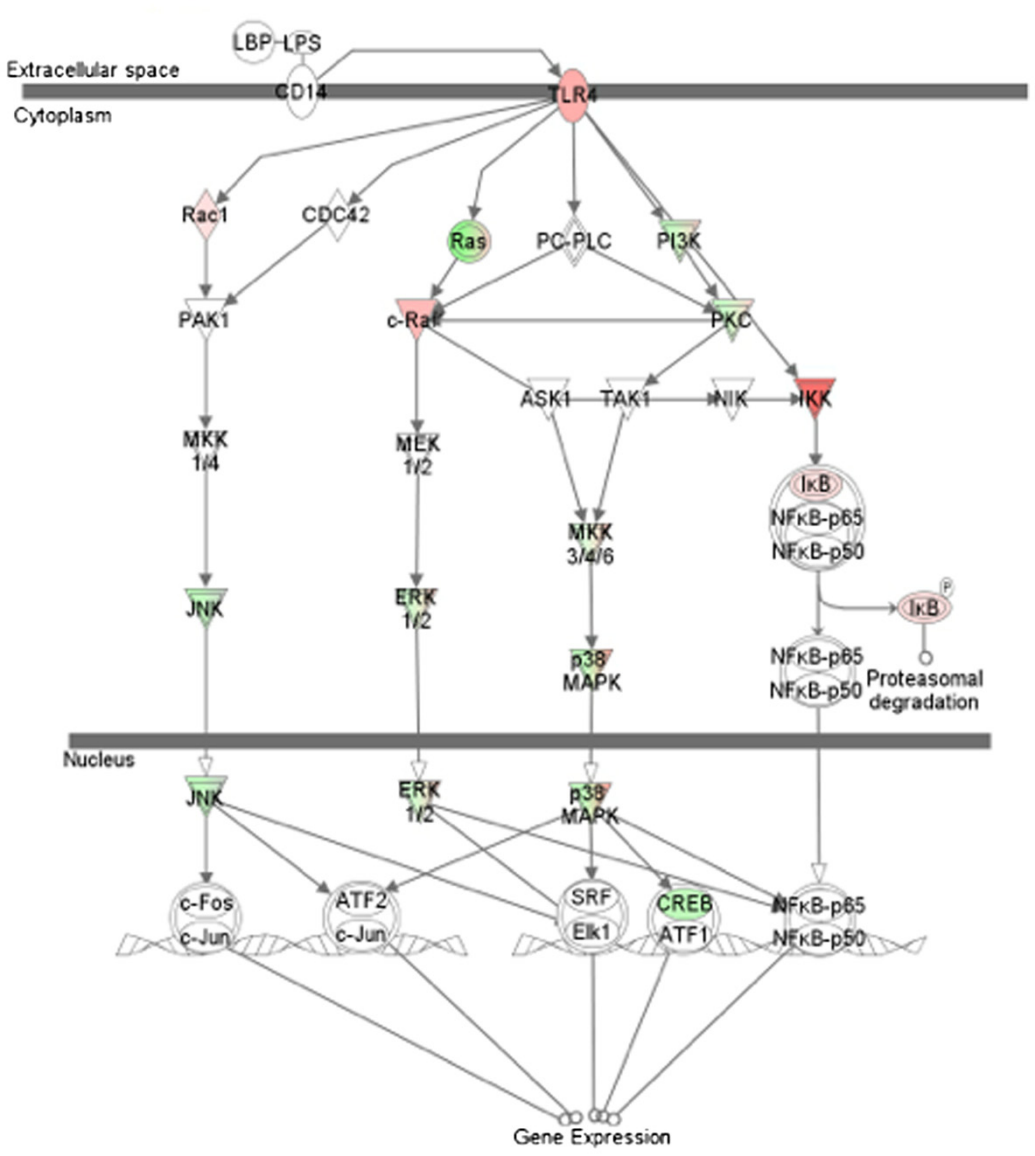
**LPS stimulated MAPK pathway representing gene expression changes unique to 18 h.** Canonical LPS stimulated MAPK pathway (shown in grey) from Ingenuity pathway analysis. Significant gene expression changes unique to 18 h in this study are highlighted in red (up-regulated) and green (down-regulated).

### Analysis of DE genes common to all time points

DE genes (254) common to all time points were subjected to hierarchical clustering and Short Time series Expression Miner (STEM) analysis. 

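The probe sets called at 1 h, 2 h and 18 h alike had log2 differences that correlated across probe sets at 0.944 between 1 h and 2 h, 0.332 between 1 h and 18 h and 0.459 between 2 h and 18 h. Average linkage on 1 minus these correlations joined 1 h and 2 h at a height of 0.0564 and 18 h at 0.605. Probe sets are not independent replicates, and the early time points share their control arrays, which raises the first of these correlations. The infected arrays compared without any control gave a mean correlation over all probe sets of 0.961 between 1 h and 2 h, 0.912 between 1 h and 18 h and 0.920 between 2 h and 18 h. Each infected array at 1 h correlated more closely with the 18 h control arrays (mean 0.984, lowest 0.979) than with those at 2 h (highest 0.969). With the early control arrays the mean was 0.967, in a range from 0.958 to 0.974 that overlaps the one with the 2 h arrays. Replicate arrays of a group correlated at 0.990 at 1 h, 0.988 at 2 h and 0.984 on average at 18 h.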

The dendrogram associated with the hierarchical clustering revealed that 1 h and 2 h groups were similar to each other compared to 18 h (data not shown). 

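Among the probe sets called at 1 h, 2 h and 18 h, 605 were higher and 763 lower in infected mice throughout. Nearly all of the others also kept one direction from 1 h to 2 h, and 15, 3, 1 and 1 of them did not. Among the 605, the median log2 difference was 1.35 at 1 h, 2.34 at 2 h and 1.74 at 18 h. In the 763 it was -1.09 at 1 h, -1.95 at 2 h and -1.196 at 18 h. The largest of the 3 differences, each from its own control, was at 2 h in 389 of the 605 and in 575 of the 763. This order of 2 h and 18 h depended on the control. Against the early control, the 18 h medians were 2.57 in the 605 and -2.25 in the 763, both larger in size than those at 2 h. Against the 18 h control, the 2 h medians were 1.55 and -0.952, both smaller in size than those at 18 h. In a comparison with the 18 h control, chosen after the data were seen, the 1 h median was 0.48 in the 605, of which 173 were called higher, and -0.19 in the 763, of which 9 were called lower. The 18 h control minus the early control had a median of 0.72 in the 605 and -0.91 in the 763.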

STEM based significant clusters show similar trends of expression (up- or down-regulated) at the early time points.

The top functions of the DE genes common to all time points are related to immune or inflammatory response. Figure 3 represents the temporal trend of the transcriptional changes of the immune response related genes and the corresponding clusters which were statistically significant in STEM analysis. A majority of these genes code for cytokines, transcription regulators, kinases, and transmembrane receptors. Key pro- and anti- inflammatory mediators like IL-1α, MIP-1β, RANTES, CXCL-1, IL-6 and IL-10, implicated to play a role in sepsis were up-regulated at both the early and late time points (Figure 3). This trend was not surprising, as it is recognized that both pro- and anti- inflammatory responses are regulated simultaneously from early stages of sepsis. [36]

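The probe set matched to CXCL1, a chemokine that attracts neutrophils, rose from -0.075 ± 0.12 (SD, n = 2) on the log2 scale in the early control to 5.51 ± 0.31 (SD, n = 2) at 1 h and 7.61 ± 0.36 (SD, n = 2) at 2 h, and at 18 h from -0.10 ± 0.21 (SD, n = 3) in control mice to 9.75 ± 0.14 (SD, n = 3) in infected mice. Its 18 h response exceeded its 2 h response by 2.17 (standard error 0.28, limma adjusted p = 6.54e-05). The symbol CXCL1 may stand for a differently named mouse gene, which was not checked. IL-1α was higher by 5.59 (standard error 0.40, limma adjusted p = 5.71e-07) at 2 h and 5.03 (standard error 0.33, limma adjusted p = 6.55e-08) at 18 h, and at 1 h its limma adjusted p was 2.19e-05. One probe set carries the values that Fig. 3 prints for both CCL4 (MIP-1β) and CCL7, and it was higher by 6.42 (standard error 0.37, limma adjusted p = 8.1e-07) at 1 h, 8.39 (standard error 0.37, limma adjusted p = 2.24e-08) at 2 h and 8.09 (standard error 0.30, limma adjusted p = 6.45e-10) at 18 h. RANTES (CCL5) was higher by 3.94 (standard error 0.33, limma adjusted p = 1.69e-05) at 1 h, 5.72 (standard error 0.33, limma adjusted p = 1.43e-07) at 2 h and 3.36 (standard error 0.27, limma adjusted p = 5e-07) at 18 h. For CCL5 the 18 h control also lay above the early control by 2.82 (standard error 0.30, limma adjusted p = 7.46e-05), and against it the 1 h difference was 1.11 (standard error 0.30, limma adjusted p = 0.193); the 1 h call of CCL5 was also lost with both control groups pooled. All 13 matched cytokine and chemokine probe sets of Fig. 3, which the study chose on these samples, were higher at 1 h, 2 h and 18 h by limma; against the 18 h control 12 were higher at 1 h and 13 at 2 h.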

. Our earlier findings [19,20] and current results demonstrate that a small number of viable *E. coli* are present in peritoneal lavage fluid at 18 h. Therefore, it is not surprising that a number of molecules related to immunity and inflammation are still expressed at 18 h.

Two profiles (id 38 with 78 genes, and 14 with 18 genes) have opposing trends at early and late time points (Figure 3). 

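Opposite directions were found in 745 probe sets that were higher at 1 h and 2 h and lower at 18 h, and in 338 that were lower early and higher at 18 h, by limma at each time point. In the 745, the median log2 difference was 1.12 at 1 h, 1.38 at 2 h and -1.18 at 18 h. In the 338 the medians were -1.08, -1.41 and 1.11. The 2 control groups differed in 692 of the 745, with a median of 1.13 for the 18 h control minus the early control, and in 308 of the 338, with a median of -1.15. With the control groups pooled, 4 probe sets were higher early and lower at 18 h. With 1 h and 2 h set against the 18 h control, as chosen after the data were seen, there were 13. Without early control replicate 2 there were 344, and without infected 1 h replicate 2 there were 383.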

Some of the immune response related genes with opposing trends of expression at early (up-regulated) and late (down-regulated) time points includes, PRKCA (protein kinase C alpha), CR2 (complement component receptor 2), and CD3G involved in T cell co-stimulation. 

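CD3G, a chain of the T cell receptor complex, had in its matched probe set a log2 level of 0.98 ± 0.006 (SD, n = 2) in the early control, 3.61 ± 0.58 (SD, n = 2) at 1 h, 4.18 ± 0.082 (SD, n = 2) at 2 h, 3.93 ± 0.25 (SD, n = 3) in the 18 h control and 1.14 ± 0.063 (SD, n = 3) in infected mice at 18 h. The difference from control was 2.64 (standard error 0.23, limma adjusted p = 2.35e-05) at 1 h and -2.79 (standard error 0.19, limma adjusted p = 1.01e-07) at 18 h, and at 2 h the limma adjusted p was 6.21e-07. CD55, a regulator of complement, differed by 3.39 (standard error 0.34, limma adjusted p = 6.34e-05) at 1 h, 3.97 (standard error 0.34, limma adjusted p = 2.35e-06) at 2 h and -3.06 (standard error 0.28, limma adjusted p = 1.58e-06) at 18 h. The receptor tyrosine kinase KIT differed by 2.61 (standard error 0.27, limma adjusted p = 7.4e-05) at 1 h, 2.66 (standard error 0.27, limma adjusted p = 9.21e-06) at 2 h and -2.66 (standard error 0.22, limma adjusted p = 6.52e-07) at 18 h. The 1 h level minus the 18 h control was -0.32 for CD3G (limma adjusted p = 0.791), -0.014 for CD55 (limma adjusted p = 0.996) and 0.26 for KIT (limma adjusted p = 0.884). With both control groups pooled, the calls of CD3G and CD55 were lost at each time point and those of KIT at 1 h and 2 h. The infected 18 h level minus the early control was 0.16 for CD3G (limma adjusted p = 0.66) and 0.34 for CD55 (limma adjusted p = 0.501). For KIT it was -0.32 (limma adjusted p = 0.422).

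**Figure D2:**
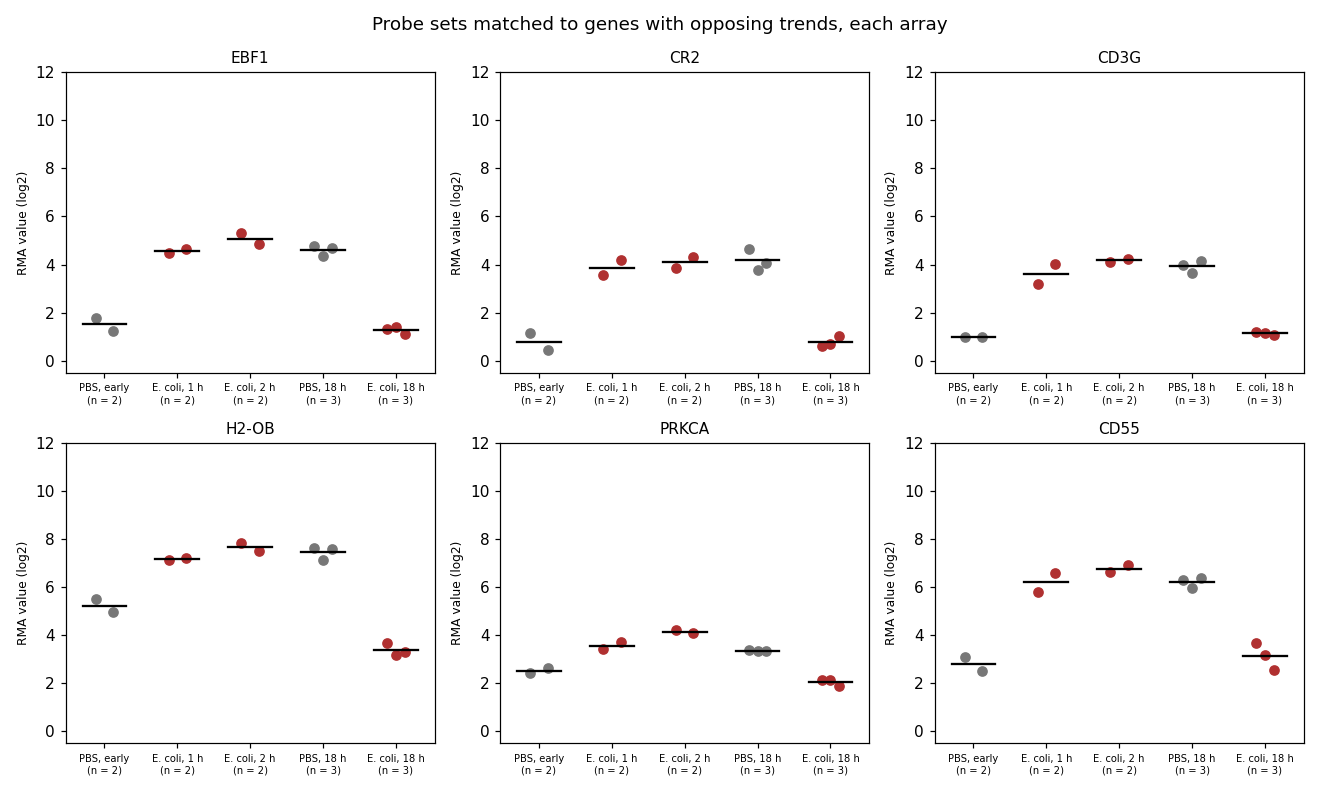
Each point is the RMA value (log2) of 1 array for the probe set matched to EBF1, CR2, CD3G, H2-OB, PRKCA or CD55, in grey for control and red for infected mice, and bars are group means. For CD3G the early control mean of 0.98 lies near the infected 18 h mean of 1.14, and the 18 h control mean of 3.93 near those at 1 h and 2 h.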

PRKCA is important for FcγR mediated phagocytosis by macrophages [37], neutrophil chemotaxis [38], and respiratory burst in neutrophils [26]. It is interesting to note that most of the immune response genes belonged to cluster 49, a significant STEM cluster that represents the trend where most of the genes were up-regulated at 2 h and their expression began to decrease by 18 h. This pattern indicates that by 18 h the peritoneal cells exhibit the initiation of resolution of infection.

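Of 67 matched probe sets of Fig. 3, 59 were higher and 8 lower at 2 h, and 53 were higher and 14 lower at 18 h. The largest difference from control was at 2 h for 41 and at 18 h for 26. Tested directly with limma, the signed 18 h response was below the 2 h response in 26 and above it in 15. These counts are not of weaker and stronger responses. Those below include rises that turned into falls, such as CD3G, and those above include falls that turned into rises, such as TRPM2. The group read from Fig. 3 as transcription regulators held 14 of these probe sets, with 10 largest at 2 h and 4 at 18 h. That group includes the receptors TLR2 and OLR1, both largest at 2 h. The cytokines and chemokines held 13, with 8 and 5. Between 1 h and 2 h, 39 of the 67 rose further in infected mice. The study chose these genes on the same samples. These responses include the difference between the control groups: 28 of the 67 were higher and 15 lower in the 18 h control than in the early control. From the rise at 2 h and the decrease by 18 h, the paper reasons that the peritoneal cells had begun to resolve the infection by 18 h.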

In addition to transcriptional regulators like Rel (NFκBIZ), whose role in inflammation and sepsis is well established, the list of DE immune response related genes common to all time points also has two potentially novel transcription regulators (PLAGL2 and EBF1), not previously known to be involved in sepsis (Table 2). 

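REL, a subunit of NF-κB, and NFKBIZ, an IκB-like nuclear protein, are separate rows of Fig. 3. In its matched probe set REL rose from a log2 level of 1.44 ± 0.085 (SD, n = 2) to 5.47 ± 0.77 (SD, n = 2) at 1 h and 7.38 ± 0.31 (SD, n = 2) at 2 h, and was 2.76 ± 0.037 (SD, n = 3) in control and 6.11 ± 0.49 (SD, n = 3) in infected mice at 18 h. Its difference was 4.03 (standard error 0.33, limma adjusted p = 1.32e-05) at 1 h, 5.94 (standard error 0.33, limma adjusted p = 1.02e-07) at 2 h and 3.35 (standard error 0.27, limma adjusted p = 4.89e-07) at 18 h. NFKBIZ was higher by 2.43 (standard error 0.18, limma adjusted p = 5.15e-06) at 1 h, 2.92 (standard error 0.18, limma adjusted p = 1.77e-07) at 2 h and 3.81 (standard error 0.14, limma adjusted p = 6.61e-10) at 18 h. The inhibitor NFKBIA was higher by 2.67 (standard error 0.20, limma adjusted p = 7.21e-07) at 2 h and 3.79 (standard error 0.16, limma adjusted p = 1.76e-09) at 18 h, with a limma adjusted p of 7.3e-05 at 1 h. Between 2 h and 18 h the response of REL changed by -2.59 (standard error 0.43, limma adjusted p = 0.000503), and those of NFKBIZ and NFKBIA by 0.89 (standard error 0.23, limma adjusted p = 0.0108) and 1.12 (standard error 0.25, limma adjusted p = 0.00525). Infected mice had levels of NFKBIZ of 9.59 ± 0.0032 (SD, n = 2) at 2 h and 9.58 ± 0.071 (SD, n = 3) at 18 h, and its 18 h control differed from its early control by -0.91 (standard error 0.16, limma adjusted p = 0.00202). For NFKBIA the infected levels were 10.03 ± 0.009 (SD, n = 2) and 10.41 ± 0.073 (SD, n = 3), and the controls differed by -0.74 (standard error 0.18, limma adjusted p = 0.0136).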

The PLAGL2 gene product induces the expression of a pro-apoptotic protein Nip-3 which causes cellular apoptosis [39]. 

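PLAGL2 encodes a zinc finger transcription factor. Its matched probe set was at 3.17 ± 0.28 (SD, n = 2) on the log2 scale in the early control, 4.28 ± 0.18 (SD, n = 2) at 1 h and 5.21 ± 0.06 (SD, n = 2) at 2 h, and at 18 h it was 4.02 ± 0.087 (SD, n = 3) in control and 7.31 ± 0.10 (SD, n = 3) in infected mice. The limma adjusted p was 0.000981 at 1 h, 1.68e-06 at 2 h and 1.52e-09 at 18 h. The 18 h response exceeded the 2 h response by 1.25 (standard error 0.22, limma adjusted p = 0.000771). Against the 18 h control the 1 h level differed by 0.26 (standard error 0.15, limma adjusted p = 0.741), and the 1 h call was lost with both control groups pooled.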

Compared to the early time points, the expression of PLAGL2 was higher at 18 h. 

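The probe set matched to EBF1, a transcription factor of the B lineage, had a log2 level of 1.52 ± 0.38 (SD, n = 2) in the early control, 4.58 ± 0.11 (SD, n = 2) at 1 h, 5.07 ± 0.31 (SD, n = 2) at 2 h, 4.61 ± 0.22 (SD, n = 3) in the 18 h control and 1.28 ± 0.15 (SD, n = 3) in infected mice at 18 h. Its differences had standard errors of 0.22, 0.22 and 0.18 and limma adjusted p of 4.78e-06 at 1 h, 2.05e-07 at 2 h and 1.23e-08 at 18 h. The 18 h control lay 3.09 (standard error 0.20, limma adjusted p = 3.02e-06) above the early control. Against the 18 h control, EBF1 differed by -0.034 (standard error 0.20, limma adjusted p = 0.99) at 1 h and 0.46 (standard error 0.20, limma adjusted p = 0.128) at 2 h. With both control groups pooled the calls at 1 h, 2 h and 18 h were lost.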

Expression of the EBF1 gene (early B cell factor 1), which decreases the differentiation of mouse pro B lymphocytes [40], was up-regulated at early time points and down-regulated at 18 h. Expanding the transcription regulators analysis to all DE genes with ≤ −2 or ≥ 2-fold expression change, and an immune response related function, we identified additional potentially novel transcription regulators in sepsis. In all, 20 potentially novel transcription regulators involved in sepsis were identified (Table 2).

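Table 2 gives more than one value for ELF1, AFF1, SKIL, CBFA2T3 and HHEX, and each had exactly 1 matching probe set. ELF1, an ETS family factor, was higher by 1.32 (standard error 0.16, limma adjusted p = 0.000218) at 1 h and 1.69 (standard error 0.16, limma adjusted p = 5.17e-06) at 2 h, and its difference at 18 h was -0.60 (standard error 0.13, limma adjusted p = 0.00268). AFF1 was higher by 2.55 (standard error 0.26, limma adjusted p = 1.03e-05) at 2 h and 2.86 (standard error 0.21, limma adjusted p = 2.56e-07) at 18 h, with 0.73 (standard error 0.26, limma adjusted p = 0.111) at 1 h. SKIL, a repressor of SMAD signaling, was higher by 3.76 (standard error 0.28, limma adjusted p = 8.45e-07) at 2 h and 3.82 (standard error 0.23, limma adjusted p = 3.73e-08) at 18 h, with 0.88 (standard error 0.28, limma adjusted p = 0.073) at 1 h, where limma called it without infected 18 h replicate 2 (adjusted p = 0.0473) or with only the groups compared in the fit. CBFA2T3 fell by 2.16 at 2 h and by 2.33 at 18 h (limma adjusted p = 1.95e-06 and 5.75e-08). At 1 h it differed by -0.97 (standard error 0.18, limma adjusted p = 0.0039). This call was lost against the 18 h control, at -0.59, and with both control groups pooled, at -0.74. It was also lost without early control replicate 2, at -0.83, or infected 1 h replicate 2, at -0.77. HHEX, a homeobox factor, fell by 2.71 at 2 h and by 2.08 at 18 h (limma adjusted p = 2.17e-06 and 1.48e-06), and at 1 h it differed by 0.0059 (standard error 0.23, limma adjusted p = 0.994). For HHEX the 18 h control lay 1.02 (standard error 0.21, limma adjusted p = 0.00528) above the early control, and against it the 1 h difference was -1.02 (standard error 0.21, limma adjusted p = 0.0533). ELF1 lost its calls at 1 h and 18 h with both control groups pooled. Its 1 h level differed from the 18 h control by 0.25 (limma adjusted p = 0.743). Its infected 18 h level was above the early control by 0.47 (limma adjusted p = 0.0268), a call in the opposite direction. The last 2 comparisons were chosen after the data were seen. A match on 2 values is weaker than an equally close one on 3. Of 440 neighbouring value pairs, 6.36% matched a probe set for ELF1, 3.86% for CBFA2T3, 2.05% for HHEX, 0.682% for AFF1 and 0% for SKIL.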

**Table 2:** Differential expression of potentially novel transcriptional regulators involved in sepsis in the mouse peritoneal cells at different time points

**Group**	**Transcriptional regulators (DE values)**
Common to 1, 2 and 18 h	PLAGL2 (1.11, 2.04, 3.29), EBF1 (3.06, 3.55, -3.33)
Common to 1 and 2 h	ELF1 (1.32, 1.69)
Common to 2 and 18 h	AFF1 (2.55, 2.86), SKIL (3.76, 3.82)
	CBFA2T3 (−2.16, -2.34), HHEX (−2.71, -2.08)
Unique to 2 h	HIVEP2 (3.77), TCF7 (3.70), JARID2 (2.74), ZEB (2.11), KLF (−1.47)
	LYL1 (−2.22)
Unique to 18 h	EPAS1 (−5.71), BCL11A (−3.40), TAL1 (−2.72), CDKN2C (−2.47), MED7 (4.55),
	SBNO2(3.28), ZBTB7B (2.43)

DE: Differential expression.

To increase confidence in the biological interpretation of our microarray data, we determined the concentrations of three cytokines and a chemokine (IL-10, IL-6, IL-1β and MIP-1β), using a multiplex kit. The overall trends in cytokine concentrations were consistent with those observed with microarray except for IL-6. 

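The probe set matched to IL-10, an anti-inflammatory cytokine, had levels of 0.69 ± 0.18 (SD, n = 2) on the log2 scale in the early control, 5.42 ± 0.87 (SD, n = 2) at 1 h, 8.36 ± 0.28 (SD, n = 2) at 2 h, 0.89 ± 0.17 (SD, n = 3) in the 18 h control and 8.32 ± 0.37 (SD, n = 3) in infected mice at 18 h. Infected mice were higher by 4.73 (standard error 0.33, limma adjusted p = 4.69e-06) at 1 h, 7.67 (standard error 0.33, limma adjusted p = 2.06e-08) at 2 h and 7.42 (standard error 0.27, limma adjusted p = 5.5e-10) at 18 h. IL-1β was at 1.24 ± 0.27 (SD, n = 2) in the early control, 8.21 ± 0.91 (SD, n = 2) at 1 h, 9.45 ± 0.62 (SD, n = 2) at 2 h and 10.32 ± 0.12 (SD, n = 3) in infected mice at 18 h. The probe set that carries the values of both CCL4 (MIP-1β) and CCL7 was at 7.98 ± 0.78 (SD, n = 2) at 1 h, 9.94 ± 0.25 (SD, n = 2) at 2 h and 9.72 ± 0.44 (SD, n = 3) at 18 h in infected mice. The 18 h response did not differ from the 2 h response at the threshold for IL-10, by -0.25 (standard error 0.43, limma adjusted p = 0.781), for IL-1β, by 0.51 (standard error 0.46, limma adjusted p = 0.54), or for the CCL4 and CCL7 probe set, by -0.30 (standard error 0.48, limma adjusted p = 0.76). The protein concentrations are not analysed here.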

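In the probe set matched to IL-6, the log2 level was 1.34 ± 0.012 (SD, n = 2) in the early control, 9.46 ± 0.15 (SD, n = 2) at 1 h and 9.67 ± 0.28 (SD, n = 2) at 2 h. The 1 h and 2 h levels of infected mice differed by 0.22 (standard error 0.40, limma adjusted p = 0.827). At 18 h the level was 1.97 ± 0.79 (SD, n = 3) in control and 5.62 ± 0.47 (SD, n = 3) in infected mice. Between 2 h and 18 h the response changed by -4.68 (standard error 0.51, limma adjusted p = 2.08e-05). Infected mice exceeded their controls by 8.12 (standard error 0.40, limma adjusted p = 1.75e-07) at 1 h, 8.33 (standard error 0.40, limma adjusted p = 3.9e-08) at 2 h and 3.65 (standard error 0.33, limma adjusted p = 1.28e-06) at 18 h.

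**Figure D3:**
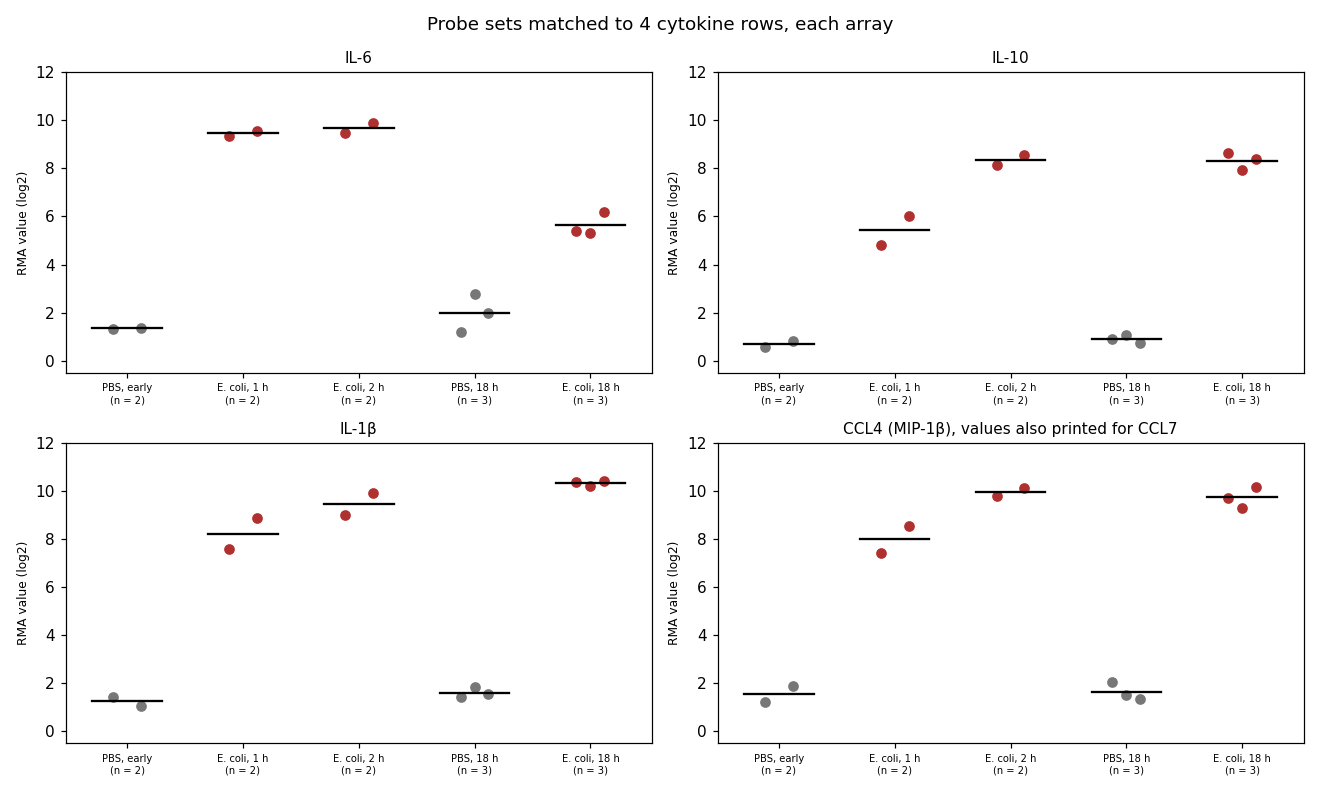
Each point is the RMA value (log2) of 1 array for the probe sets matched to IL-6, IL-10, IL-1β and the shared CCL4 and CCL7 values, in grey for control and red for infected mice, and bars are group means. IL-6 is at 9.46 at 1 h and 5.62 at 18 h in infected mice.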

IL-6 protein concentration was highest at 18 h while the gene expression was maximal at 2 h (Figure 6). However, expression was increased compared to untreated controls at 2 and 18 h.

**Figure 6:**
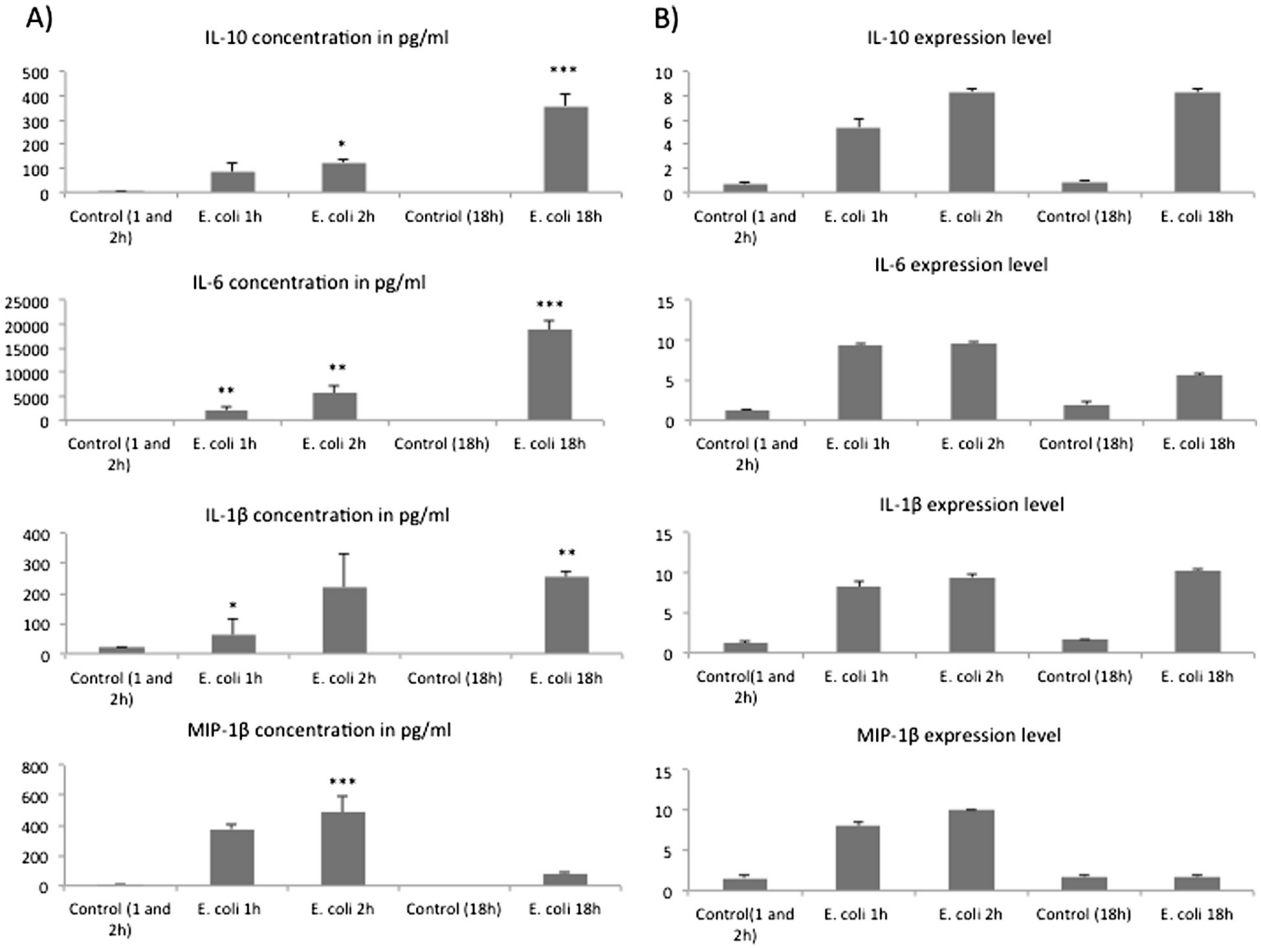
**Peritoneal fluid cytokine concentrations and corresponding gene expression determined by microarrays.A**) Cytokine concentrations measured by bioplex (n = 5) from the peritoneal fluid of control and naive and infected mice after 1, 2 and 18 h of intraperitoneal inoculation of 2X10^8^ cells of *E. coli* ***P < 0.001, **P < 0.01, *P < 0.05. (**B**) Corresponding gene expression determined by microarrays in significant differentially expressed genes.

## Discussion

Sepsis is the 10^th^ leading cause of death in the United States [41], and the mortality rate has not changed substantially in many years, in spite of the use a wide range of experimental therapeutics. Biological based therapies that work well in rodent models when given before challenge have typically not worked in human sepsis patients. This could be due to ineffectiveness of administration of these drugs after sepsis is established or the complex biological response with many partially redundant mediators, causing inhibition of a single molecule to be ineffective. A better understanding of the full range of gene expression changes associated with sepsis will be necessary to understand these issues, and this was the purpose of the present study.

Sepsis is a result of a complex systemic dysregulation of inflammation that results when the host is unable to contain an infection that usually starts in a primary organ. The inflammatory response to sepsis involves two distinct phases which are not always mutually exclusive. The initial acute phase is the systemic inflammatory response, which is closely followed by the compensatory anti-inflammatory response [17]. The dysregulation of the immune response observed in sepsis is a combination of the local immune response at the primary site of infection and the systemic immune response. The site of primary infection plays a key role as it produces inflammatory molecules that modulate the systemic immune response. The cellular environment of each primary organ involved in sepsis including the immunological functional cells (e.g., the resident macrophages) is very specific also the microbial aetiology leading to the infection also differs considerably. Therefore it is expected that the local immune response in sepsis varies depending on the site of primary infection and thus it is important to evaluate the organ specific immune responses.

The abdomen is the second most common primary site of infection in sepsis. Intra-abdominal infections account for about 20% of all sepsis cases. We used a widely accepted [19,20,42-44] model of intraperitoneal inoculation of a non-pathogenic strain of *E. coli* to induce sepsis. Two early time points (1 h and 2 h) and one late time point (18 h) were used to evaluate the changes in the transcriptional profiles of cells in the peritoneal cavity of the infected animals. As described in the results, the early time points that are associated with increased bacterial counts are expected to reflect an acute inflammatory response. In our experience the sepsis model used in this study is associated with very low mortality, only one out of the ten mice in the survival study succumbed to infection (Additional file 1: Figure S1). This is expected since a non-pathogenic strain of *E. coli* was used for infection and most animals were able to fully clear the bacterial load by about 21 h post infection [19]. Thus the 18 h time point chosen in the study gives a view of the transcriptional changes involved in initiation of the resolution of infection. The coordinated response of professional phagocytes (macrophages, monocytes and neutrophils) is essential for the resolution of infection. The bacteria were recognized by the resident peritoneal macrophages because of their proximity to the site of infection. Thus, most of the cells in the peritoneal fluid at the early time points were macrophages (Figure 1B). The significantly increased expression of markers associated with macrophages was also reflected in the microarray data at the early time points. The cytokines released by the macrophages recruit the neutrophils from the blood stream to the site of infection. So as the infection progresses, the cell population in peritoneal fluid predominantly consists of neutrophils (Figure 1C). This shift was also reflected in the microarray data at 18 h. Most of the cells at the early time points were macrophages while at 18 h neutrophils were the predominant cell type in the peritoneal fluid (Figure 1B, 1C). The 18 h time point in our mouse model is expected to correspond to the initiation of the resolution of infection. The significant DE genes at this time point were found to be associated with cell death of immune cells. The apoptosis of neutrophils is critical for the resolution of infection as it ends the sustained neutrophil recruitment and the phagoctytic clearance of the apoptotic neutrophils also re-programs the macrophages to an anti-inflammatory phenotype [45].

We compared our results with a recent meta-analysis of 12 studies that evaluated the blood profiles from early and late stages of sepsis from human subjects [3]. In this meta analysis, there was no clear transition between pro- and anti-inflammatory phases at early or late stages. The up-regulation of TNF-α, IL-1α, IL-1β, CXCL-10, SOCS3, IL-10 at 1 and 2 h in the present study was similar to that observed in blood profiles of sepsis patients at early stages [11,46]. Expression of these genes peaked at 2 h and was still up-regulated at 18 h in this study. 

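CXCL10, an interferon-inducible chemokine, had a log2 level of 0.28 ± 0.085 (SD, n = 2) in the early control, 7.08 ± 0.78 (SD, n = 2) at 1 h, 9.25 ± 0.028 (SD, n = 2) at 2 h, 0.33 ± 0.069 (SD, n = 3) in the 18 h control and 4.39 ± 0.41 (SD, n = 3) in infected mice at 18 h. From the 2 h to the 18 h response its difference from control changed by -4.90 (standard error 0.39, limma adjusted p = 1.76e-06). SOCS3, a feedback inhibitor of cytokine signaling, was at 7.81 ± 0.13 (SD, n = 2) in the early control, 9.32 ± 0.23 (SD, n = 2) at 1 h, 9.88 ± 0.0095 (SD, n = 2) at 2 h, 6.88 ± 0.16 (SD, n = 3) in the 18 h control and 9.60 ± 0.16 (SD, n = 3) in infected mice at 18 h. SOCS3 was higher than control by 1.51 (standard error 0.17, limma adjusted p = 0.000147) at 1 h, 2.07 (standard error 0.17, limma adjusted p = 1.88e-06) at 2 h and 2.72 (standard error 0.14, limma adjusted p = 9.38e-09) at 18 h, and its 18 h and 2 h responses differed by 0.65 (standard error 0.22, limma adjusted p = 0.0519). For IL-1α the corresponding difference was -0.55 (standard error 0.51, limma adjusted p = 0.551). From 1 h to 2 h, infected mice changed by 2.16 (standard error 0.30, limma adjusted p = 0.000378) in CXCL10, 0.56 (standard error 0.17, limma adjusted p = 0.0471) in SOCS3, 2.94 (standard error 0.33, limma adjusted p = 9.6e-05) in IL-10 and 1.24 (standard error 0.36, limma adjusted p = 0.0349) in IL-1β, while IL-1α, with 0.99 (standard error 0.40, limma adjusted p = 0.135), did not pass the test. No value is given for TNF-α, since 2 probe sets match its single printed value.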

Decreased expression of CD69, CD36 (DE 1.78 and −5.53 respectively at 18 h) and MHC II genes (H2-OB, Figure 3) in peritoneal cell profiles is consistent with the blood profiles of sepsis patients at late stages of sepsis [47]. However, there are some differences in expression of some genes at 18 h, as would be expected due to differences in inflammatory responses in different anatomical locations [8-10]. For example, TNF-α levels in peritoneal cells is elevated at 18 h in our study (DE 5.57), but meta-analysis identified a decreased expression of TNF-α in blood profiles [36,47]. The CCR2 and S100A11 genes are up-regulated in early stages of sepsis in blood [48] but down-regulated in the peritoneal cells in our sepsis model. Despite a number of similarities, gene expression in peritoneal cells differs from the patterns in blood, suggesting that cell type and anatomical location as well as species differences influence the specific characteristics of the local inflammatory response. Nevertheless, there were many similiarities between the early and late responses to sepsis in humans and mice.

An important finding of this study is the identification of 20 transcription regulators among the DE genes, whose role in sepsis was not previously known. Some of the transcription regulators expressed uniquely at 2 and 18 h are known to be involved in T cell regulation. Transcription factor 7 (TCF-7) was up-regulated and Kruppel like factor 10 (KLF10) was down-regulated at 2 h. TCF-7 is a critical regulator of T cell specification [49] while KLF10 induces TGF-β1 expression. TGF-β1, an anti-inflammatory cytokine, also regulates T cell activation [50]. ZBTB7B, a zinc finger protein crucial for the commitment of MHCII restricted thymocytes to a CD4+ lineage [51] was up-regulated at 18 h. Strawberry notch homolgue2 (SBNO2) was also up-regulated at 18 h. SBNO2 is induced by IL-10 and contributes to its downstream anti-inflammatory effects [52]. It is not clear if the expression of T cell-related transcription regulators indicates the presence of T cells in the peritoneal cavity or if these transcription regulators are also expressed in macrophages, and have not been recognized as having a role in these cells. Lymphocytes are present in the peritoneal cavity (~5-10% of total cells, data not shown), and we have previously observed expression of genes unique to T cells (e.g., TCR), so it is possible that T cell activation is an important event in sepsis. It is also possible that a set of transcription regulators not previously known to be expressed by macrophages are expressed and are potentially important in regulating inflammation. Whether changes in expression of these regulators at 18 h is due to altered expression in macrophages or differential patterns of expression in neutrophils vs. macrophages, they are significant compared to naive mice, thus implicating them in the host response to sepsis. It is not clear if these transcription factors are activated by known or previously unrecognized signaling pathways. We report here that the best known transcription factor associated with sepsis, NF-κB, exhibits no alteration in transcript quantity. However, transcriptomics does not reveal information about activation of signaling or transcription related molecules. Our previous study demonstrated that sepsis substantially increases activation of NF-κB using a transgenic reporter mouse model [20]. This serves as a reminder that the changes in the quantity of transcripts for transcription factors may not correspond with activation of those transcription factors. All other things being equal, increased expression should yield increased activity, but activity needs to be measured for each transcription factor implicated in this study. This will be done in future studies.

## Conclusions

In conclusion, the results of this study provide an evaluation of the changes in the transcriptional profile of peritoneal cells at early and late stages of intra-abdominal sepsis. The pattern of expression of key biomarkers for sepsis in humans is similar to that observed in this study, validating the findings of this study, and suggesting the utility of this model for further studies of sepsis. We identified several novel transcription regulators which might play an important role in immune response to sepsis and could be useful diagnostic markers or therapeutic targets. Future experimental studies are needed to validate and determine the role of these transcription regulators in sepsis.

## Methods

### Mice, treatments, and procedure

We used 12–16 weeks old female C57Bl/6 × C3H F1 mice obtained through the National Cancer Institute’s Animal Program for all experiments. The mice were acclimatized for at least two weeks in filter top shoebox cages (5/cage) in a temperature (70-78°F) and humidity (40-60%) controlled environment in accordance with NIH and Louisiana State University regulations. The care and use of mice in this study were approved by the LSU Health Sciences Center Institutional animal care and use committee. Sentinel mice periodically housed in the same room as experimental animals were negative for infectious agents during the period of this study.

We divided mice into control and *E. coli* treated groups. The treated group received 2 × 10^8^ cfu of a non-pathogenic strain of *E. coli* harvested in mid-log phase, suspended in a phosphate buffered saline (PBS) solution, intraperitoneally as described [19]. The non-pathogenic isolate of *E. coli* used in the study was isolated from the colon of one of the mice in our specific pathogen free colony. The control mice were injected with an equal volume of PBS intraperitoneally. We euthanized mice 1 h, 2 h and 18 h post *E. coli* administration by inhalation of isoflurane and performed peritoneal lavage as described [53] A group of mice which received PBS was harvested at 2 h served as a common control group for 1 h and 2 h. The use of a common control group harvested at 2 h for both the early time points is unlikely to affect the interpretation of the 1 h results as the only difference expected between these two control groups would be related to circadian changes in expression of some genes. It must be considered that these differences would be quantitatively small in almost all cases after only 1 h of difference as extrapolated from results of Akhtar and colleagues, who evaluated gene expression every 4 h [54]. Peritoneal lavage fluid was also obtained from a second group of mice receiving PBS intraperitoneally after 18 h, this served as a control group for the 18 h treatment. A group of 10 mice were used for survival studies. These mice were inoculated with 2 × 10^8^ cfu of a non-pathogenic strain of *E. coli* intraperitoneally.

### Bacterial and cell counts from peritoneal fluid

An aliquot of peritoneal fluid at each time point was serially diluted in Luria Bertani agar to determine the bacterial counts after overnight incubation at 37°C. We centrifuged the remaining peritoneal fluid, and used the pellets for cell counts and RNA extraction, and the supernatant for cytokine/chemokine analysis. The total cell counts were done using Coulter Z1 particle counter (Hialeah, FL). Differential cell counts were determined by cytospin preparations. Following cytospin, the cells were stained with Wright-Giemsa stain and observed under 600 × magnification under an oil immersion lens to differentiate between the different cells types. In order to assess the phagocytosis of bacteria by the macrophages and neutrophils we used a criteria where the cells with three or more bacteria associated were referred to as cells with *E. coli*, and cells with less than three bacteria were referred to as cells without *E. coli* as described previously [19].

A criteria of 3 or more bacteria was used to account for the possibility that some of the bacteria that appeared to be intracellular might actually be on the cell surface. Although the method used here does not provide a precise quantitation of the phagocytosis but it gives a good estimation of the temporal changes in phagocytosis by the different cells types.

### Cytokine and chemokine assays

Concentrations of select cytokines and chemokines in peritoneal fluid were determined by Bio-Rad (Hercules, CA) multiplexed bead array kits following manufacturer’s protocols and with a BioPlex analyzer (Bio-Rad).

### RNA isolation, microarrays and functional analysis

We extracted RNA from the peritoneal cells of *E. coli* challenged and control mice after taking a small sample for cytospin analysis. The RNA was isolated using the TRIZol protocol (Invitrogen, Stockholm, Sweden). An Agilent Bioanalyzer was used to assess the quality of the RNA samples. Samples were selected for analysis in part by the 28S/18S ratio with a value of 1.4 or greater as the criterion for use. The microarray analysis was done as described previously [53] except that we used Mouse 430 2.0 GeneChip® microarray. The primary labeled cRNA was synthized from 7.5 μg total RNA using the Affymetrix one cycle labeling kit. We performed hybridization, staining, washing, and scanning of the Mouse 430 2.0 GeneChip® microarray according to Affymetrix protocols. Using GeneSifter (Geospiza, Perkin Elmer Inc) we normalized raw data by robust multichip algorithm (RMA). Box-whisker plots of expression values before and after normalization show that the RMA adjusted to the same median value with similar 1st and 3rd quartiles and similar second and 98th percentiles. The microarray data was submitted to NCBI GEO with accession number GSE34114.

For statistical analysis, a pooled within treatment error was computed and this was used to perform t tests for comparison at each time point i.e. at each time point the control is compared to the treatment group. To account for the false positives, the P values were adjusted for multiple comparisons using a 5% false discovery rate. We used genes that were significantly up- or down-regulated at different time points for further analysis. Differential expression for each gene represents the difference between the expression values of *E. coli* treated and the respective control.

We analyzed DE genes common to all time points by hierarchical clustering (average linkage clustering metrics and Pearson correlation for the distance) and generated heat maps with TIGR MeV (Multi Experiment Viewer) V4.3.01 software [55]. We determined statistically significant clusters in our time course experiment by using the software tool Short Time series Expression Miner (STEM version v1.3.6) [56]. To generate a common baseline for the temporal assessment with STEM, we normalized the data by adding a “0” for each gene.

We identified significant functions, canonical pathways and networks associated with the DE genes using Ingenuity pathway analysis (Ingenuity systems, Redwood City, California, USA). The net effect (positive or negative bias) of gene expression changes specific to 2 and 18 h on the top 5 functions identified by IPA was evaluated using *GoModeler*[35].

## Abbreviations

APACHE: Acute physiology and chronic health evaluation; BCL: B-cell leukemia/lymphoma; BCL2L11: BCL2 like 11; CD: Cluster of differentiation; CR: Complement receptor; CXCL: Chemokine (C-X-C) motif ligand; DE: Differentially expressed; EBF1: Early B cell factor 1; GO: Gene ontology; GM-CSF: Granulocyte macrophage-colony stimulating factor; H2-OB: Histocompatibility 2 O region beta locus; IFN: Interferon; IL: Interleukin; IPA: Ingenuity pathway analysis; JAK: Janus kinase; LPS: Lipopolysaccharide; MAPK: Mitogen activated protein kinase; MHC: Major histocompatibility complex; MIP: Macrophage inflammatory protein; NF-κB: Nuclear factor of kappa light polypeptide gene enhancer in B-cells; PRKCA: Protein kinase C alpha; RANTES: Regulated upon activation normal T-cell expressed and secreted; PLAGL: Pleiomorphic adenoma gene-like 2; SOCS: Suppressor of cytokine signaling; TREM: Triggering receptor expressed on myeloid cells; TNF: Tumor necrosis factor.

## Competing interests

All authors declare no competing interests.

## Authors’ contribution

MB analysed and interpreted the data and wrote the manuscript, RF performed the experimental procedures, WMM did the statistical analysis of microarray data, SBP designed the study and helped with the data interpretation and manuscript preparation, BN helped with data analysis, interpretation and manuscript preparation. All authors have read and approved the manuscript.

## Supplementary Material

Additional file 1: Figure S1 Survival studies in the mouse model of sepsis. A group of 10 mice were inoculated with of 2 × 10^8^ cells of *E. coli* intraperitoneally and observed for survival. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

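RNA from mouse peritoneal cells was measured on 12 Affymetrix mouse genome arrays: 2 early control mice, 3 control mice at 18 h, and infected mice at 1 h (2), 2 h (2) and 18 h (3). The authors normalized the raw arrays with RMA in GeneSifter, and the deposited values are log2 expression per probe set; the version of RMA is not given in the sources used here. The table holds 45101 rows. No scanner files were used here, so background correction and summarization were taken as the authors made them.

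From the log2 values, 64 control rows were left out and 45037 probe sets were tested with limma 3.58.1 in R 4.3.3, with one mean per group, one pooled spread and moderated tests (7 residual and 5.62 prior degrees of freedom). Each infected group was compared with its control, the controls of 2 h and 18 h with each other, infected mice at 2 h with those at 1 h, and the 18 h response with the 2 h response. P-values were adjusted by Benjamini-Hochberg per comparison at 0.05. The design had assumed genes; probe sets were counted, because no table used here pairs probe sets with genes. For the same reason the gene lists and cell type markers fixed before the data were examined were not used here, nor was the mean over the probe sets of a gene or an estimated correlation between the genes of a list.

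The genes to be named were fixed as those the paper names in its text, Table 2, Fig. 3 and Fig. 5, the list members and the 10 highest and 10 lowest called genes per comparison. A name was attached to a probe set only where at least 2 of the paper's differences matched exactly 1 of the 45037 probe sets. The tolerance was 0.0055 for values from the text, slightly wider than their rounding. For values read from Fig. 3 it was about the rounding of 2 significant digits. Names thus found are inferred from values and not from an annotation, and this rule was set, and tightened from 1 to 2 values, after the table was seen. Levels, spreads and tests do not depend on the match once it is made, while the differences equal the paper's, within the tolerance, by construction. Of 70 rows of Fig. 3, 68 matched 1 probe set, 1 matched 2 and 1 matched none; CCL4 and CCL7 share values and a probe set, which leaves 67 probe sets. The values of a matched probe set that counts in these tallies are not reported here. Genes with a single printed value were not named, because a single value often matches by chance: 12 of 50 neighbouring values did so for CD177 and 39 of 50 for HIVEP2.

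The test was checked on simulated data over 45037 probe sets, with 50 changed at each size. With so few changed, the Benjamini-Hochberg cutoff was stricter than in the data. The shares below may therefore be too low for the reported tests. At a log2 change of 1, 50% of the changed probe sets were recovered at 1 h, 62% at 2 h and 86% at 18 h; at a log2 change of 2 the shares were 98%, 100% and 100%, and at 0.5 they were 4%, 2% and 10%. The number of arrays limits the precision.

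The alternatives were the methods' t-test with pooled within-treatment error, limma with an intensity trend and robust variances, only the groups compared in the fit, a replicate block, quantile normalization, median centring, only the 26733 probe sets with a group mean above 0.657, a floor at 0.140, a fold change of at least 2, both control groups pooled, and each array left out in turn. Comparisons of 1 h and 2 h with the 18 h control, of 18 h with the early control, and a crossed replicate block were added after the data were seen. Pathway analysis, GOModeler and STEM were not repeated.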

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

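The test of the early control with held-out arrays, those of a response within 1 h and of the 18 h sample's label were chosen after the values were seen; those of normalization and of other splits of the samples were not.

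The response differed between 18 h and 2 h in 10429 probe sets (limma, 4872 higher and 5557 lower at 18 h). Among the matched probe sets called in opposite directions at 2 h and 18 h, the 18 h response minus the 2 h response was -5.32 for KIT, -2.90 for PRKCA, -6.88 for EBF1, -3.45 for BACH2, -4.31 for ARNTL, -5.99 for CD3G, -6.70 for CR2, -6.49 for H2-OB, -6.34 for GPR183, -7.03 for CD55, -2.30 for ELF1, -6.99 for ADM, 2.59 for DGKZ, 3.08 for ITPKB, 4.22 for TRPM2 and 3.14 for SLFN12. The choice of probe sets with opposite calls fixes the sign of these differences, which include the difference between the control groups.

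The 2 control groups, which the paper does not compare, differed in 6572 probe sets, 3616 higher and 2956 lower at 18 h; this balance depended on the scaling, with 3080 and 3093 under quantile normalization and 4148 and 2462 under median centring. The 745 probe sets higher at 1 h and 2 h and lower at 18 h were chosen with these controls, which favours a low early control and a high 18 h control. When such probe sets were chosen without 1 control array and measured against it, infected mice at 1 h had medians of -0.056, 0.10 and -0.054 against the 3 held-out 18 h control arrays, and 1.04 and 1.58 against the held-out early control arrays; at 2 h the medians were 0.14, 0.30 and 0.12 against 1.28 and 1.77. A candidate explanation for the higher values at 1 h in these probe sets, as a hypothesis, is that the early control lies below the 18 h control there. Infected mice at 18 h had medians of -0.20 and 0.14 against the held-out early control arrays, and -1.34, -1.14 and -1.34 against those of the 18 h control. A remaining difference in scale is argued against as the whole of the control difference, since the lower of the counts under quantile normalization and median centring was 6173. This test is weak: the arrays were already normalized with RMA and their medians lay between 0.59 and 0.72, so rescaling had little to remove. A response to infection within 1 h stays open, as 1.21% of the 745 were higher at 1 h than in the 18 h control, but they were chosen partly for a high 18 h control, that control was harvested at another time and no other early control was used here; hybridisation batches and cell makeup were not tested.

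Infected 18 h replicate 1 is described as 1 h in its label. Its mean correlation was 0.983 with the other 18 h arrays and 0.908 with the 1 h arrays, which argues against its being a 1 h sample. Without it 13775 probe sets were called at 18 h.

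For the 14263 probe sets called at 18 h, the 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05; 1 split, the real one, reached that count, and the highest other split called 0.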

How the results depend on the processing

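Comparisons of 1 h and 2 h with the 18 h control, of 18 h with the early control and the crossed block were chosen after the data were seen. With limma's intensity trend, a brightness minimum, a floor, quantile normalization, median centring or only the groups compared, the counts per comparison, of each region of the overlap and of the probe sets higher early and lower at 18 h stayed within 1.5 times their value, apart from 460 at 1 h alone, against 295, with only the groups compared, and they did so with a replicate block (4708 probe sets at 1 h, 10961 at 2 h and 14212 at 18 h). The replicate numbers are not known to pair mice: deviations of same-numbered 18 h arrays correlated at 0.349, 0.108 and 0.0775, and not every array correlated best with its own number. At 1 h the same-numbered arrays correlated at -0.161, and with those numbers crossed 5656 were called. The cause of the changes below was not tested, except that a fold minimum only removes calls. Pooling the control groups counts the difference between them as spread.

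With the methods' t-test, 2938 probe sets were called at 1 h and 1523 at all times after Benjamini-Hochberg, and at an unadjusted p of 0.05 it called 8741 at 1 h, 13794 at 2 h, 16815 at 18 h, 10231 between 1 h and 2 h, 10391 between controls, 4125 at all times and 1183 higher early and lower at 18 h. With a fold change of at least 2 there were 2576 at 1 h, 6821 at 2 h, 7516 at 18 h, 3724 between 1 h and 2 h, 2841 between controls, 1050 at all times, 4039 at 18 h alone and 294 higher early and lower at 18 h. With both control groups pooled there were 194 at 1 h, 3911 between 1 h and 2 h, 161 at all times and 4 with opposing trends, and ARNTL had -0.0099 at 1 h and -0.18 at 2 h. In the overlap of the time points, the methods' t-test gave 156 at 1 h alone, 956 at 1 h and 2 h and 303 at 1 h and 18 h after Benjamini-Hochberg and 1124, 2200 and 1292 unadjusted; a fold change of at least 2 gave 187 at 1 h alone, 167 at 1 h and 18 h and 2260 at 2 h and 18 h; with the early time points against the 18 h control there were 5 at 1 h alone, 42 at 1 h and 2 h, 7 at 1 h and 18 h and 6920 at 2 h and 18 h, and with 18 h against the early control 901 at 1 h and 2 h. Against the 18 h control there were 302 at 1 h, 248 at all times and 13 with opposing trends; with 18 h against the early control there were 176.

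Against the 18 h control, the log2 difference at 1 h turned to -0.034 for EBF1, -0.15 for BACH2, -1.14 for ARNTL, -0.32 for CD3G, -0.30 for CR2, -0.29 for H2-OB, -0.014 for CD55, 0.26 for ITPKB, 0.37 for TRPM2, and at 2 h to -1.31 for ARNTL, -0.073 for CR2, 0.41 for ITPKB. Of these turned differences, only those of ARNTL were called. Another 20 matched probe sets at 1 h and 9 at 2 h kept their direction and lost their call. With 18 h against the early control, the difference turned to 0.28 for BACH2, 0.033 for ARNTL, 0.16 for CD3G, 0.34 for CD55, -0.17 for DGKZ, -0.10 for ITPKB, 0.47 for ELF1, 0.45 for ADM. Of these, only that of ELF1 was called. Another 4 kept their direction and lost their call, with -0.32 for KIT, -0.24 for EBF1, -0.036 for CR2 and 0.020 for TRPM2.

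Leaving out each array in turn gave 2094 to 5347 calls at 1 h, 8033 to 11599 at 2 h, 12208 to 14268 at 18 h, 3158 to 7123 between 1 h and 2 h, 2956 to 7202 between controls, 8419 to 10706 between responses, 1172 to 2645 at all times, 5685 to 8465 at 18 h alone and 344 to 812 higher early and lower at 18 h. Without early control replicate 2 there were 2094 at 1 h, 2956 between controls, 1172 at all times and 344 with opposing trends; without infected 1 h replicate 2 there were 2225, with 1221 and 383; and without infected 1 h replicate 1 there were 3158 between 1 h and 2 h. A group left with 1 array is assumed to vary like the others. CBFA2T3 at 1 h lost its call without early control replicate 2 (adjusted p = 0.0601) and without infected 1 h replicate 2 (0.0613), and SKIL at 1 h gained one without infected 18 h replicate 2 and with only the groups compared. The mean over the probe sets of a gene and the estimated correlation of gene lists were not run. Array medians lie near the lowest values, so changes among dim probe sets are the least certain.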

Differences from the paper's values

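The paper's counts are of genes and those here of probe sets, of which a gene can have several, at the same 5% false discovery rate. The paper gives 5244 differentially expressed genes, and 18619 probe sets were called here; every alternative set before the data were examined also differed, from 11214 to 23114. The paper gives 254 genes common to all time points, and 2471 probe sets were called here; the alternatives also differed, from 161 with both control groups pooled to 4125. With 1 h and 2 h against the 18 h control, chosen after the values were seen, there were 248, and this drops 26 of the 67 matched probe sets of Fig. 3.

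Read from Fig. 2, the paper's numbers are about 100 for 1 h alone, about 920 for 2 h alone, about 2800 for 18 h alone, about 350 for 1 h and 2 h, about 84 for 1 h and 18 h and about 680 for 2 h and 18 h. Here they were 295, 2615, 6785, 1446, 553 and 4454. For 18 h alone, a fold change of at least 2 gave 4039, within 1.5 times of the paper's value, and for 1 h alone leaving out an infected 1 h array gave 112 or 85; the remaining alternatives differed for each region.

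For MIP-1β at 18 h, the bar in Fig. 6B reads about 1.7 by eye. The probe set that carries the CCL4 and CCL7 values had 9.72 in infected mice. In the 18 h control it had 1.64, near the value read from the figure. Other normalizations and the floor gave 9.69 to 9.77 in infected mice. Leaving out an infected 18 h array in turn gave 9.50 to 9.94. These infected levels all lay above the paper's value.

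The paper describes the larger part of its genes as unique to 18 h; here these were 36.4% of the called probe sets, the largest region. It places the peak of IL-1α, IL-1β, CXCL10, SOCS3 and IL-10 at 2 h. The difference from control was largest at 2 h for IL-1α, CXCL10 and IL-10, and at 18 h for IL-1β (8.71 against 8.21 at 2 h) and SOCS3 (2.72 against 2.07), but neither 18 h response differed from the 2 h response at the threshold (limma adjusted p = 0.54 and 0.0519). The level of SOCS3 in infected mice was highest at 2 h, as in the paper, at 9.88 against 9.60 at 18 h, while its 18 h control differed from its early control by -0.93 (standard error 0.16, limma adjusted p = 0.00156). The paper describes the transcript quantity of NF-κB as unaltered, while the probe set matched to its subunit REL differed by 4.03, 5.94 and 3.35. These values equal those of Fig. 3 by construction, and the paper itself names Rel among its differentially expressed regulators.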

Other observations

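The comparisons of 1 h and 2 h with the 18 h control were chosen after the values were seen. Enzymes and inhibitors of inflammation were among the matched probe sets that rose at each time point. PTGS2, the inducible cyclooxygenase, had a log2 level of 0.04 ± 0.085 (SD, n = 2) in the early control, and was higher by 7.14 (standard error 0.46, limma adjusted p = 2.24e-06) at 1 h, 8.76 (standard error 0.46, limma adjusted p = 7.01e-08) at 2 h and 6.24 (standard error 0.37, limma adjusted p = 3.27e-08) at 18 h. IRG1, which makes itaconate, was higher by 5.61 (standard error 0.30, limma adjusted p = 3.96e-07) at 1 h, 7.79 (standard error 0.30, limma adjusted p = 8.48e-09) at 2 h and 8.93 (standard error 0.25, limma adjusted p = 6.26e-11) at 18 h. IL1RN, the antagonist of the IL-1 receptor, was higher by 4.28 (standard error 0.45, limma adjusted p = 7.95e-05) at 1 h, 6.81 (standard error 0.45, limma adjusted p = 3.44e-07) at 2 h and 8.78 (standard error 0.37, limma adjusted p = 1.59e-09) at 18 h, and its 18 h response exceeded its 2 h response by 1.98 (standard error 0.58, limma adjusted p = 0.0252). S100A9, a calcium-binding protein abundant in neutrophils, was at 0.68 ± 0.078 (SD, n = 2) in the early control, 4.32 ± 1.05 (SD, n = 3) in the 18 h control and 11.61 in infected mice at 18 h, the highest value on each of these 3 arrays; whether the probe set is saturated there is not known from the values used here.

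Other matched probe sets fell. NRP1, a coreceptor of semaphorins and VEGF, differed by -1.32 (standard error 0.17, limma adjusted p = 0.00037) at 1 h, -3.77 (standard error 0.17, limma adjusted p = 3.05e-08) at 2 h and -3.87 (standard error 0.14, limma adjusted p = 5.45e-10) at 18 h. NAIP5, a sensor of flagellin, differed by -1.64 (standard error 0.18, limma adjusted p = 0.000114) at 1 h, -2.83 (standard error 0.18, limma adjusted p = 2.87e-07) at 2 h and -1.61 (standard error 0.15, limma adjusted p = 1.84e-06) at 18 h; its 18 h control minus its early control was -1.59 (standard error 0.17, limma adjusted p = 6.18e-05). The 1 h calls of S100A9, NRP1 and NAIP5 were lost with both control groups pooled, where the differences were 4.07, -0.80 and -0.68. For S100A9 the 1 h difference from the early control was 6.26.

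ARNTL, a transcription factor of the circadian clock, was higher by 1.68 (standard error 0.18, limma adjusted p = 8.78e-05) at 1 h and 1.52 (standard error 0.18, limma adjusted p = 3.3e-05) at 2 h than in the early control, and differed by -2.79 (standard error 0.15, limma adjusted p = 1.08e-08) at 18 h. The 18 h control lay 2.82 (standard error 0.16, limma adjusted p = 1.51e-06) above the early control, and the levels were 3.19 ± 0.21 (SD, n = 2) at 1 h, 3.02 ± 0.28 (SD, n = 2) at 2 h, 4.33 ± 0.11 (SD, n = 3) in the 18 h control and 1.54 ± 0.17 (SD, n = 3) in infected mice at 18 h. Its call at 18 h was lost with both control groups pooled, and its sign at 1 h and 2 h turned without a call. Against the 18 h control, ARNTL was called lower. Its difference there was -1.14 (limma adjusted p = 0.00362) at 1 h and -1.31 (limma adjusted p = 6.45e-05) at 2 h.

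Of 4765 probe sets called at 1 h against the early control, 3833 were also called, in the same direction, between the 18 h control and the early control, 1931 higher and 1902 lower. Both comparisons subtract the same 2 early control arrays. With no real change simulated, 0 were called in both, which cannot show how many shared calls come from these arrays, since hardly any calls then arise. The correlation of the log2 differences across probe sets was 0.548 in the simulation, against 0.805 observed, with a covariance of 0.0242 against 0.222. Independent lists of these sizes would share 199 higher and 150 lower probe sets; part of the excess may come from the shared control arrays. With the 18 h control in their place, 302 probe sets were called at 1 h. Of the 4765, 224 were called in the same direction at 1 h against the 18 h control, 215 higher and 9 lower, in comparisons that share the infected arrays, where independent lists would share 14.4 and 2.03. The log2 differences of these 2 comparisons correlated at 0.397 across probe sets, below the 0.547 with no real change simulated, with a covariance of 0.0708 against 0.0241. Among the Fig. 3 probe sets, 40 of 67 were higher and 1 was lower at 1 h against the 18 h control.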
